# Inappropriate expression of the translation elongation factor 1A disrupts genome stability and metabolism

**DOI:** 10.1242/jcs.192831

**Published:** 2016-12-15

**Authors:** Daniel J. Tarrant, Mariarita Stirpe, Michelle Rowe, Mark J. Howard, Tobias von der Haar, Campbell W. Gourlay

**Keywords:** eEF1A, Amino acid regulation, Vacuole, Genome stability, Spindle pole body, Actin cytoskeleton, Oncogene, Trehalose

## Abstract

The translation elongation factor eEF1A is one of the most abundant proteins found within cells, and its role within protein synthesis is well documented. Levels of eEF1A are tightly controlled, with inappropriate expression linked to oncogenesis. However, the mechanisms by which increased eEF1A expression alters cell behaviour are unknown. Our analyses in yeast suggest that elevation of eEF1A levels leads to stabilisation of the spindle pole body and changes in nuclear organisation. Elevation of the eEF1A2 isoform also leads to altered nuclear morphology in cultured human cells, suggesting a conserved role in maintaining genome stability. Gene expression and metabolomic analyses reveal that the level of eEF1A is crucial for the maintenance of metabolism and amino acid levels in yeast, most likely because of its role in the control of vacuole function. Increased eEF1A2 levels trigger lysosome biogenesis in cultured human cells, also suggesting a conserved role within metabolic control mechanisms. Taken together, our data suggest that the control of eEF1A levels is important for the maintenance of a number of cell functions beyond translation and that its de-regulation might contribute to its oncogenic properties.

## Abstract (precis)

**Summary:** The translation elongation factor eEF1A is elevated in some cancers. We use yeast and human cell models to show that eEF1A elevation leads to genome instability and metabolic alterations that might affect its oncogenic properties.

## INTRODUCTION

The eukaryotic translation elongation factor 1A (eEF1A) is one of the most abundant proteins in the cell, accounting for between 3 and 10% of all soluble protein (Merrick, 1992). It is an essential translation elongation factor which, when bound to GTP delivers aminoacylated-tRNA to the A site of the ribosome. The interaction between mRNA and cognate tRNA within the A site of the ribosome activates the GTPase activity of eEF1A leading to the release of its aminoacyl tRNA to the A site of the ribosome. eEF1A-GDP is then released to be recycled back to its GTP-bound state, allowing it to participate in further rounds of elongation. Alongside this canonical role in translation, eEF1A has been reported to be involved in a number of other important cellular functions including actin bundling, nuclear export, apoptosis and the induction of tumour growth (Grosshans et al., 2000; Munshi et al., 2001; Thornton et al., 2003). However, despite its importance, the mechanisms by which eEF1A participates in roles beyond translation remain largely uncharacterised.

The yeast *Saccharomyces cerevisiae* possesses two identical eEF1A-encoding genes *TEF1* and *TEF2* (Schirmaier and Philippsen, 1984). In contrast, eEF1A exists as two variant tissue-specific isoforms, eEF1A1 and eEF1A2, in all vertebrates. The first isoform, eEF1A1 is expressed in all tissues during development but is no longer detectable in the muscles and heart tissue of adults (Lee et al., 1992; Chambers et al., 1998). Instead high-level expression of eEF1A2 is switched on in these tissues, as well as in motor neurons of the medulla (Newbery et al., 2007). The loss of eEF1A2 in mice results in the mutant ‘wasted mouse’ phenotype with symptoms including weight loss, tremors, progressive atrophy of the spleen and thymus leading to death (Chambers et al., 1998)*.* There is also strong evidence implicating eEF1A2 as a bona fide oncogene (Anand et al., 2002). Its levels are elevated in a number of cancer types including breast, ovarian and lung cancers and are correlated with disease progression, decreased lifespan and a poor prognosis (Li et al., 2006; Pinke et al., 2008; Kallioniemi et al., 1994; Anand et al., 2002; Lam et al., 2006). The overexpression of eEF1A2 in Swiss NIH3T3 cells results in an enhanced growth rate, anchorage-independent growth and an induced tumour formation when xenografted in nude mice (Anand et al., 2002). Depletion of eEF1A2 in lung cancer models, using short-interfering RNA, reduces cell proliferation and promotes apoptosis (Pinke et al., 2008). Given these observations it is likely that eEF1A isoforms participate in a number of, as yet uncharacterised, cell processes that link cell growth with the process of protein translation.

One example of this is the role that eEF1A is known to play in the control of cytoskeletal stability. eEF1A has a conserved role as an actin-binding protein and this activity has been observed in the yeasts *S. cerevisiae* and *Schizosaccharomyces pombe*, the slime mould *Dictyostelium discoideum* and in mammalian cell systems (Yang et al., 1990; Edmonds et al., 1996; Suda et al., 1999; Gross and Kinzy, 2005). eEF1A not only binds but can also cross-link F-actin, and in doing so generates actin bundles that possess a unique structure excluding all other actin cross-linkers (Owen et al., 1992). Genetic manipulations of eEF1A have begun to elucidate the mechanism of the eEF1A interactions with actin, with residues in domains II and III shown to be important for the bundling activity (Gross and Kinzy, 2005, 2007). Studies have revealed two classes of eEF1A mutations that exhibit separable actin binding and translation elongation functions. The first are those which do not affect the rate of protein synthesis, but result in a disorganised actin cytoskeleton and reduced actin bundling (Gross and Kinzy, 2005). The second class of mutations disrupt actin dynamics, leading to a reduction in growth rate and a decreases in levels of translation initiation (Gross and Kinzy, 2007). The binding sites on eEF1A for aminoacylated -tRNA and actin have been shown to overlap (Liu et al., 1996), leading to the suggestion that actin binding and translation activities might be mutually exclusive and that two pools of eEF1A might exist within cells, one that is actin bound and translation incompetent, and one that is actively involved in translation. Further to its role in the regulation of the cytoskeleton, eEF1A has the ability to bind to microtubules and influence their stability both *in vitro* and *in vivo* (Shiina et al., 1994; Moore et al., 1998; Tong et al., 2005).

In this study, we re-visit the cellular consequences of eEF1A elevation in both yeast and human cells. We find that the elevation of eEF1A levels affects growth and nuclear organisation in both systems. Our data obtained in yeast suggest a new and uncharacterised role for eEF1A in the stability of the spindle pole body and a strong synthetic interaction with the dynactin complex. In addition, our analyses of global gene expression profiles reveal that the elevation of eEF1A levels leads to metabolic changes that are indicative of cell stress. In addition, vacuolar defects associated with increased eEF1A levels are associated with a loss in the regulation of amino acid homeostasis. These effects occur independently of translation, which does not appear to be affected by elevation of eEF1A levels. Our data therefore reveal new insights into the cellular changes that accompany the loss of regulation in eEF1A levels and suggest new mechanisms that might be relevant to the oncogenic properties of this protein.

## RESULTS

### Increased eEF1A levels disrupt nuclear organisation and promote senescence

Given the increasing number of roles assigned to eEF1A beyond translation, we sought to further characterise the effects of its overexpression. To achieve this we introduced additional copies of the eEF1A-encoding gene *TEF1* on a plasmid into wild-type yeast cells. Our construct led to a reproducible and stable increase in eEF1A protein level of ∼80% (*n*=3, Fig. 1A). This is a relatively small increase given that the 2 µ plasmid employed for overexpression has a typical copy number of 50–100 copies per cell. Quantitative real-time PCR (qPCR) assays showed that plasmids containing the *TEF1* gene had a strongly reduced copy number compared to the empty control plasmid (data not shown), consistent with strong selective pressure against overexpression of this gene (Moriya et al., 2006). As expected, the overexpression of eEF1A resulted in fewer and slower growing colonies when compared to control cells (Fig. 1B). In liquid growth medium, eEF1A overexpression led to both a reduction in growth rate and an increase in the lag phase prior to growth (Fig. S1A,B). In agreement with published data, the ribosomal profiles of actively growing cells overexpressing eEF1A were indistinguishable from controls suggesting that reduced growth was not a result of gross changes in the process of translation (Fig. S2). Interestingly, eEF1A overexpression led to a significant reduction in viability as cells entered the stationary phase of growth (Fig. 1C). This loss of viability was accompanied by an increase in respiration (Fig. 1D) and a lack of cell death markers, such as the accumulation of reactive oxygen species (ROS) (Fig. 1E). This suggests that increased levels of eEF1A promote a senescent state as cells experience nutritional depletion.

**Fig. 1.**
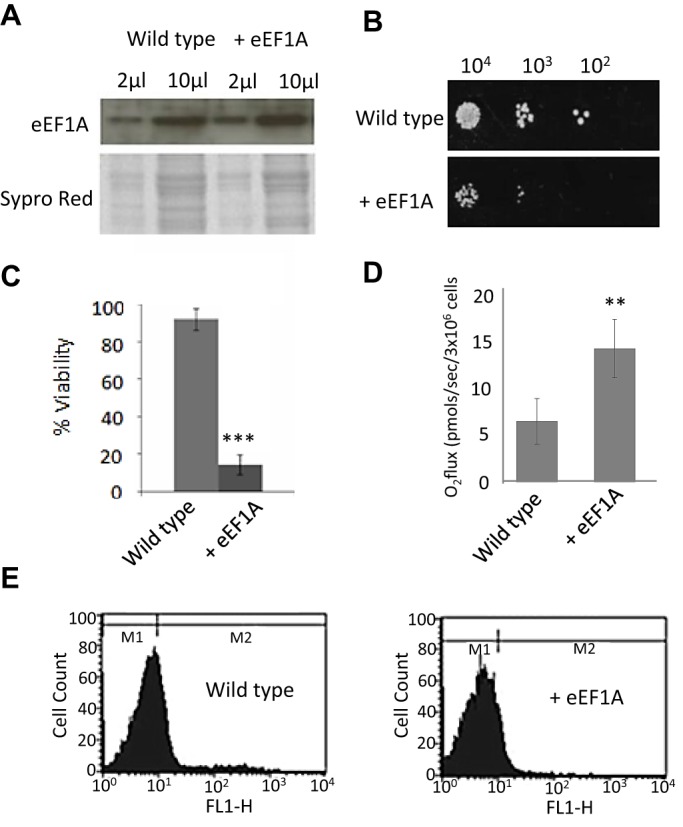
**Overexpression of eEF1A in yeast cells promotes senescence.** (A) An empty multi-copy control plasmid or one containing eEF1A under the control of a GPD promoter was introduced into a wild-type yeast strain and grown on selective medium. Levels of eEF1A were assessed by western blotting following protein extraction using a quantitative method (von der Haar, 2007). Two different volumes were loaded to help assess changes in eEF1A level, which were measured by densitometry using ImageJ with loading differences corrected using Sypro Red staining. (B) The effects of eEF1A overexpression were assayed by spotting a serial dilution series of cells taken from cultures grown to log phase. (C) Viability of cells within a culture grown for 24 h to early stationary phase in synthetic medium lacking leucine+2% glucose was assessed by a colony-forming unit assay, *n*=3. (D,E) Oxygen consumption was measured using a high-resolution respirometer (D) and ROS production was measured by flow cytometry using H_2_DCF-DA (E) after 24 h growth to early stationary phase in synthetic medium lacking leucine+2% glucose (*n*=3). Error bars represent standard deviation. **P<0.01, ***P<0.001 (Student's *t*-test).

### eEF1A influences dynactin complex stability and spindle assembly

eEF1A is known to interact with the cytoskeleton and has a well-defined ability to bind and bundle actin filaments (Gross and Kinzy, 2005; Owen et al., 1992; Yang et al., 1990). To address whether elevated levels of eEF1A exhibit a synthetic interaction with processes linked to actin function, we overexpressed it in a panel of yeast strains deleted for non-essential genes associated with actin organisation or actin-related processes (data not shown). Within this screen, we observed synthetic interaction with strains lacking components of the dynactin complex, which has an essential dynein-activating activity and facilitates transport of microtubular-associated cargo. The dynactin complex contains the actin-related protein 1 (Arp1), which forms an octameric polymer that terminates at its ‘barbed’ end with the actin-capping protein CapZ (a complex of Cap1 and Cap2 in yeast) (Schafer et al., 1994) with a further actin-related protein, Arp11, placed at the opposite end (Eckley et al., 1999). Projecting from the Arp1 rod is the flexible and extendable side arm that is made up of the remaining three subunits, Nip100 (p150glued or DCTN1 in mammals), Jnm1 (dynamitin in mammals) and Ldb18 (p24, also known as dynactin 3 in mammals) (Fig. 2A). As an example of this synthetic interaction, we show that overexpression of eEF1A did not result in a further reduction in colony size, as is observed in wild type, in cells lacking the dynactin complex components *ARP1* or *CAP1* when compared to controls (Fig. 2B). In addition, the deletion of *ARP1* led to a reduction in time taken to initiate growth (lag phase), which was further reduced upon eEF1A overexpression (Fig. 2C).

**Fig. 2.**
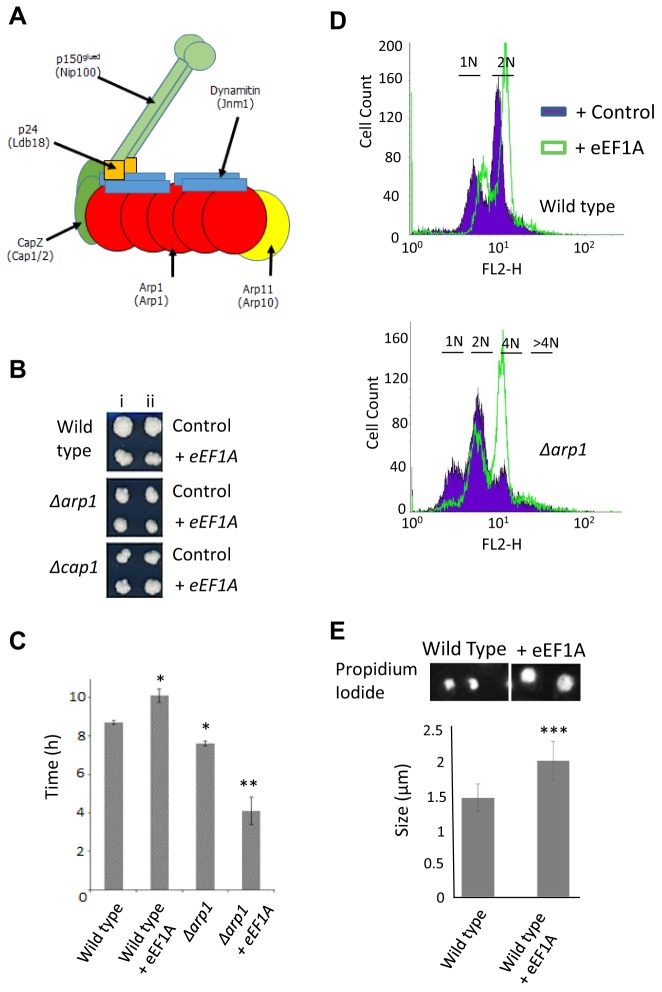
**Increased eEF1A levels promote genome instability in yeast.** (A) A schematic of the yeast dynactin complex is presented. (B) The effects of eEF1A overexpression upon colony size are shown in wild-type, *Δarp1* and *Δcap1* cells; two independent transformants are shown (i and ii). (C) The effect of eEF1A overexpression on time taken to initiate growth following inoculation, also known as the lag phase, were calculated in wild-type and *Δarp1* cells (*n*=3, mean±s.d.). (D) DNA content was analysed in wild-type or *Δarp1* cells containing a control (blue filled) or eEF1A overexpression (green open) plasmid using flow cytometry following propidium iodide staining. (E) Propidium-iodide-stained nuclei from wild-type or *Δarp1* cells containing a control or eEF1A overexpression plasmid were visualised using fluorescence microscopy and their size determined using ImageJ software (*n*=100 mean±s.d.). *P<0.05, **P<0.01, ***P<0.001 (Student's *t*-test).

Dynactin is known to participate in chromosome alignment and nuclear positioning and it has been shown that the deletion of dynactin subunits results in aberrant spindle pole body positioning and chromosome segregation (Maruyama et al., 2002; Yeh et al., 2012). We therefore assessed whether changes in eEF1A levels led to changes in DNA content in actively dividing cells. Our results suggest that the elevation of eEF1A alone does not result in an increase in aneuploidy (Fig. 2D; Table S2). However, it was observed that all peaks in the fluorescence-activated cell sorting (FACS) spectrum shifted substantially upon eEF1A elevation indicating an increase in dye uptake that might indicate altered nuclear organisation (Fig. 2D). In contrast, deletion of components of the dynactin complex did lead to an increase in aneuploidy with the emergence of a substantial 4N peak (Fig. 2D; Table S2). Interestingly, the overexpression of eEF1A-in cells lacking dynactin complex components led to a significant additional accumulation of aneuploid cells (Fig. 2D; Table S3, Fig. S3). Our data suggest that elevated eEF1A levels have a substantial translation-independent effect upon nuclear organisation. This hypothesis was confirmed by our observation that nuclei of eEF1A-overexpressing cells were considerably larger than those of wild-type control cells (Fig. 2E). These larger nuclei were observed to take up more propidium iodide stain, providing an explanation for the increase in fluorescence signal observed by FACS in wild-type cells overexpressing eEF1A (Fig. 2D).

Next, we checked whether elevated eEF1A levels were associated with aberrant spindle organisation in dividing cells by analysing immunofluorescent β-tubulin staining (Fig. 3A). Spindles in wild-type yeast cells originated from the spindle pole body and extended from one tip in the mother cell to the polar opposite tip in the daughter (Fig. 3A). eEF1A overexpression alone did not grossly affect spindle formation, and dividing cells appeared similar to wild type (Fig. 3A). In contrast, cells lacking *ARP1* exhibited aberrant spindle organisation, with cells exhibiting multiple β-tubulin cables (Fig. 3A). Interestingly, eEF1A overexpression in a *Δarp1* mutant background appeared to prevent the formation of multiple spindles (Fig. 3A); however, this did not lead to a decrease in aneuploidy (Table S2). Spindle pole body positioning and organisation was examined by visualising γ-tubulin–GFP (Fig. 3B). An increase in eEF1A level resulted in the formation of correctly positioned but visibly larger and brighter spindle pole bodies in wild-type cells, suggesting stabilisation of γ-tubulin structures (Fig. 3B). An increase in eEF1A levels also led to a very large increase in the presence of Arp1 at the spindle pole (Fig. 3B). Considering the canonical roles of dynactin in microtubule anchoring at the spindle pole body and regulation of microtubule dynamics (Quintyne and Schroer, 2002), this presumably reflects an increase in overall spindle pole body stability. The sole known function of dynactin in yeast cells is to facilitate the motor activity of dynein (Moore et al., 2008; Muhua et al., 1994; Eshel et al., 1993). In support of the elevation of eEF1A stabilising the spindle pole body, we also observed an accumulation of GFP-labelled dynein heavy chain (Dhc1, also known as Dyn1) (Fig. 3C). The increased spindle pole body stability, shown here by the accumulation of Arp1 at the spindle pole body (Fig. 3D), was not observed upon expression of a mutant isoform of eEF1A, eEF1A^K333E^, that is well documented to be unable to bind to actin (Fig. 3D). Taken together, these data suggest that an excess of eEF1A leads to the stabilisation of the spindle pole body through its interaction with actin in yeast cells, which in turn affects genome integrity.

**Fig. 3.**
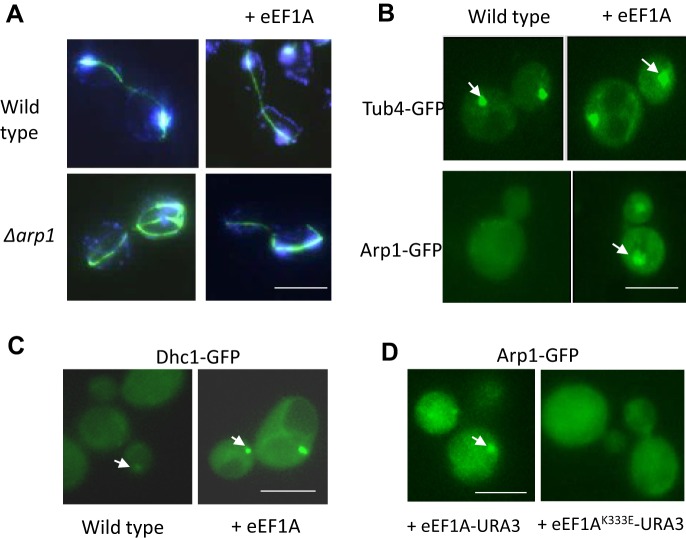
**eEF1A acts to stabilise the yeast spindle pole body.** (A) Immunofluorescence was used to visualise β-tubilin (green) and DNA (blue) in wild-type and *Δarp1* cells containing an empty or eEF1A overexpression plasmid. (B) The spindle pole body (TUB4–GFP, γ-tubulin) or ARP1–GFP (dynamin) were observed in dividing wild-type cells containing an empty control or eEF1A overexpression plasmid. (C) GFP-labelled dynein heavy chain (Dhc1) was observed in log phase cells containing an empty control or eEF1A overexpression plasmid. (D) A construct expressing eEF1A–URA3 or eEF1A^K333A^ was introduced into wild-type cells, and ARP1–GFP was visualised using fluorescence microscopy. Arrows identify proteins localised to the spindle pole body in all cases. Scale bars: 10 µm.

### Elevated levels of human eEF1A2 affect growth and nuclear organisation in HEK293 cells

Elevated levels of eEF1A2 have been found in many tumours, and expression of eEF1A2 in non-native tissues is known to induce tumorigenesis (Anand et al., 2002). Given our findings in the yeast system, we generated eEF1A2-expressing human embryonic kidney 293 (HEK293) cells (Fig. 4A) to examine whether its elevation also affected the control of cell growth control and nuclear organisation. HEK293 cells were selected as they do not express eEF1A2 and so serve to highlight the effects of inappropriate expression of this isoform. Initially, we assessed the effects of eEF1A2 on growth using an Xcelligence RTCA DP Analyser. This is an automated system that allows analysis of attachment and growth of adherent cell lines by continuous measurement of the impedance of an electric current across a gold-plated well. Cell growth is measured as an increase in impedance and reported as a Cell Index (CI) value. This analysis revealed that, as has been reported to occur in NIH3T3 cells (Anand et al., 2002), an increase in eEF1A2 leads to a reproducible reduction in doubling time in HEK293 cells (Fig. 4B). HEK293 cells overexpressing eEF1A2 also initiated surface attachment more rapidly than controls (Fig. 4C) and appeared to spread less on the surface of tissue culture vessels leading to both a rounded appearance and disorganised microtubular cytoskeleton (data not shown). FACS analysis and microscopy revealed that, as had been observed in yeast, the expression of eEF1A2 did not lead to an increase in aneuploidy but did result in a substantial shift in the fluorescent signal from 2C and 4C peaks (Fig. 4D). This finding was consistent with our observation that, as had been observed in yeast, eEF1A2 cells possessed enlarged nuclei (Fig. 4E). However, in contrast to our findings in the yeast system, we did not observe differences in γ-tubulin distribution at the centrosome within mitotic HEK293 eEF1A2-expressing cells (Fig. 4F). These results suggest that the elevation of eEF1A affects both growth and nuclear architecture in HEK293 cells.

**Fig. 4.**
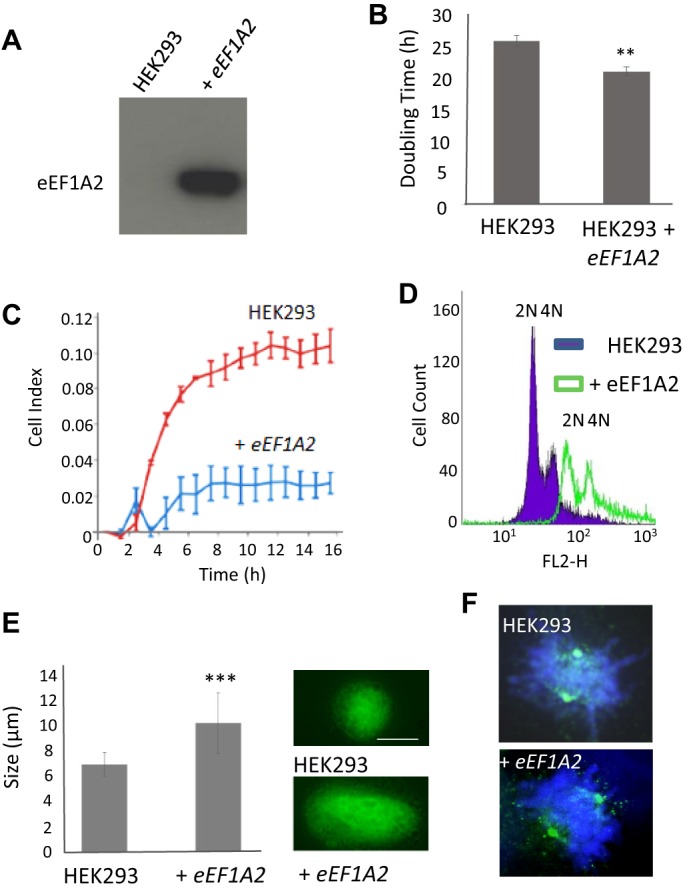
**Expression of eEF1A2 in HEK293 cells affects growth and genome stability.** (A) A stable HEK293 eEF1A2 expression cell line was generated and confirmed by western blotting. (B) The effects of eEF1A2 expression upon growth rate of HEK293 cells was assessed in biological triplicates using an xCelligence analyser, *n*=3. (C) The rate of attachment of HEK293 cells and HEK293 cells expressing eEF1A2 (HEK293+eEF1A2) to the growth surface was assessed using an xCelligence analyser. (D,E) DNA content of actively growing HEK293 and HEK293+eEF1A2 cells was assessed in fixed cells by propidium iodide staining and FACS analysis (D) and visually by fluorescence microscopy (E); nuclear size was calculated using ImageJ software (*n*=80). Scale bar: 8 µm. (F) γ-tubulin (green) distribution within mitotic HEK293 and HEK293+eEF1A2 cells were assessed by immunofluorescence; cells were co-stained with DAPI (blue). Error bars represent standard deviation. **P<0.01, ***P<0.001 (Student's *t*-test).

### Increased eEF1A levels modify carbon flux within yeast cells

Given our observations that elevated levels of eEF1A lead to genomic instability in yeast, we sought to determine its effects upon gene expression during log phase growth using a microarray approach. 

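Gene expression was read on 6 Affymetrix Yeast 2.0 arrays, each hybridised with material made from the RNA of a log phase culture grown at 30°C and, by the sample labels, collected at an optical density of 0.7. Cells with an empty multi-copy LEU2 plasmid make up 4 arrays (control replicates 1 to 4), and cells with the same kind of plasmid carrying TEF1, the gene of eEF1A, make up 2 (eEF1A replicates 2 and 3). The methods describe biological triplicates, so the group sizes of the labels and of the methods differ, and all 6 arrays were used. LEU2, the marker on both plasmids, had a log2 value of 14.36 ± 0.02 (SD, n = 4) in control cells and 14.42 ± 0.01 (SD, n = 2) in eEF1A cells, and the difference did not pass the test (adjusted p = 0.352 from limma). TEF1 and TEF2 encode the identical protein and share a probe set, which read 14.49 ± 0.01 (SD, n = 4) in control cells and 14.50 ± 0.01 (SD, n = 2) in eEF1A cells (adjusted p = 0.955 from limma). That probe set and the one of LEU2 lie near the top of the scale, where the highest mean of any gene is 14.67. There a difference could be hidden, or the RNA may not have differed. These arrays therefore do not separate the groups by TEF1 RNA and give no measure of plasmid dose. By qPCR the paper found far fewer copies of the TEF1 plasmid than of the empty one. The deposited values are log2 expression values that the authors made with RMA, which corrects the background, sets the distribution of all arrays equal and summarises the probes of a gene. The chip carries 5810 probe sets of Saccharomyces cerevisiae and 5028 of Schizosaccharomyces pombe, a yeast that was not hybridised here, whose probe sets therefore show the background. 95 percent of the S. pombe probe sets had means under 5.18, and 5476 of the 5726 S. cerevisiae genes (95.6%) had a mean above this level. Differences between eEF1A and control cells were tested gene by gene with limma, the package behind the study's own software, using for each gene its probe set with the highest mean. A gene is said to have risen or fallen where its adjusted p (Benjamini-Hochberg) is under 0.05, and the study's B-statistic, the log odds that a gene changed, is given separately. The number of arrays limits the precision: with 2 eEF1A cultures, 4 residual degrees of freedom stand behind each gene, to which limma adds 4.09 from the spread of all genes. The arrays of a group were alike, with correlations of 0.998 to 0.999 among the controls and 0.996 between the eEF1A replicates, against 0.975 to 0.977 between the groups.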

Upon overexpression of eEF1A we found that a total of 319 genes that were upregulated and 61 that were downregulated during log phase when a B-statistic of 1.5 was applied as a cut-off threshold (Tables S3 and S4). 

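In eEF1A-overexpressing cells 1575 of 5726 genes rose and 884 fell at an adjusted p under 0.05 from limma. At a B-statistic above 1.5, 348 genes were higher and 144 lower. Since the groups also differ in mating-type and marker genes, the arrays cannot assign these or later differences to eEF1A alone. The largest rises were in genes that mark cells of the α mating type. MF(ALPHA)1, a gene of the α-factor pheromone, went from a log2 value of 4.03 ± 0.23 (SD, n = 4) in control cells to 12.46 ± 0.08 (SD, n = 2) in eEF1A cells. The largest falls were in genes that mark a cells. MFA2, a gene of the a-factor pheromone, went from 12.81 ± 0.02 (SD, n = 4) to 5.73 ± 0.24 (SD, n = 2). Among genes above the B threshold, the 10 largest rises and the 10 largest falls were as follows. Of those that rose, MF(ALPHA)2, HMLALPHA1/MATALPHA1, STE3, SAG1 and AFB1 also belong to α cells. The other rises in that group were in MET17, ZPS1, the membrane heat shock gene HSP30 and the glycogen synthase gene GSY1. ZPS1 rose by 3.38 on the log2 scale (standard error 0.09) and AFB1 by 3.21 (standard error 0.07). Those that fell held STE2, HMRA1, BAR1, AGA2, MFA1 and STE6 of a cells, the pheromone-regulated PRM8, RRT5 and SUL1, a sulfate permease. SUL1 fell by at least 2.41 on the log2 scale, its mean in eEF1A cells being within the background. The lists fixed for mating type do not hold HMRA1, HMLALPHA1/MATALPHA1 or AFB1. On them all 7 measured genes of a cells fell, with a median of -4.79, and all 4 of α cells rose, with a median of 5.89. These counts were equal when adjusted over the list alone. Both lists passed limma's camera test with its preset correlation (adjusted p = 1.32e-13 and 1.32e-06). With an estimated correlation they did not (adjusted p = 0.269 and 0.347), nor did any of the 45 lists tested, 0.269 being the lowest. Since even changes this large failed, a failure with the estimated correlation does not set a list apart. Fry, which tests whether the genes of a list move on balance one way, gave an adjusted p of 2.79e-06 and 1.15e-05. The split of the calls depended on the scaling: 70.7% of the genes above the B threshold were higher with the deposited values, and 52.7% (319 higher, 286 lower) once every array was centred on its median. Without control replicate 1 the counts were 226 and 84, and the lower count was 87, 86 and 92 without control replicates 2, 3 and 4. Without eEF1A replicate 2 the higher count was 220, and without eEF1A replicate 3 the lower count was 94.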

A number of indicators of cell stress were present within the data set including the upregulation of genes involved in the response to osmotic stress, starvation, cell wall stress and heat shock (Table S3). 

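Genes of the general stress response and of the cell wall rose together in eEF1A cells, those of autophagy rose as well, and heat shock genes went both ways, the larger changes being rises. Of 48 genes controlled by the stress regulators Msn2 and Msn4, 34 rose and 2 fell (38 and 4 when adjusted over the list alone), and 18 were higher at a B-statistic above 1.5. Of 23 genes of the cell wall stress pathway, 14 rose and 1 fell (15 and 1 when adjusted over the list alone). PRM5, a reporter of that pathway, rose 2.2-fold (log2 fold change 1.13, standard error 0.06) and SLT2, its protein kinase, 1.89-fold (log2 fold change 0.92, standard error 0.08). Of 26 genes of autophagy and starvation, 19 rose and 0 fell (22 when adjusted over the list alone), among them the kinase gene ATG1 (1.57-fold, standard error 0.07 on the log2 scale) and PHM8 (2.99-fold, standard error 0.13), a phosphatase of nucleotides. Of 20 genes of osmotic stress, 9 rose and 2 fell (11 and 2 when adjusted over the list alone). HOR7 rose 1.87-fold and the aldose reductase gene GRE3 1.54-fold, whereas the shared probe set of the sodium pump genes ENA1, ENA2 and ENA5 fell by 2.02 on the log2 scale (standard error 0.05). Of 28 heat shock and chaperone genes, 7 rose and 9 fell, with equal counts when adjusted over the list alone, and 6 were higher and 0 lower at a B-statistic above 1.5. HSP30 rose 8.03-fold, with log2 values of 9.07 and 10.65 in the eEF1A replicates against 6.86 ± 0.03 (SD, n = 4) in control cells. HSP42, HSP78 and HSP104, chaperones that act on protein aggregates, rose 3.23-fold, 3.13-fold and 2.34-fold. SSA2 and SSE1, abundant chaperones, had log2 fold changes of -0.08 and -0.02 (adjusted p = 0.236 and 0.78 from limma). The median of the heat shock list was -0.05 and its mean 0.20, and camera gave it the lower direction (adjusted p = 0.412). Fry gave the heat shock list the higher direction (adjusted p = 0.0453), while the osmotic list did not pass fry (0.274). Camera placed the Msn2 and Msn4 list (adjusted p = 5.28e-08), the cell wall list (0.00246) and the autophagy list (3.69e-05) above other genes, but not the osmotic list (0.123). The Msn2 and Msn4 list holds TPS2, TSL1, GSY2, PGM2, GLK1, GPH1 and GDB1, which are circled in Fig. 5A. The study drew that figure from these arrays, so the tests of this list are in part not independent. With other scaling few more fell: after quantile normalization again 4 genes of Msn2 and Msn4, 2 of the cell wall and 2 of autophagy. In that setting 35 genes of Msn2 and Msn4, 13 of the cell wall, 13 of autophagy and 6 of osmotic stress rose. Median centring left 34, 12, 15 and 8 rises in the same order. With an estimated correlation the adjusted p was 0.543, 0.638 and 0.347 for the Msn2 and Msn4, cell wall and autophagy lists. For the same lists fry gave an adjusted p of 0.00249, 0.00322 and 0.00145. The osmotic list passed camera (adjusted p = 0.0328) where probe sets that can match several genes were left out. The same eEF1A arrays had the a-cell gene BAR1 lower by a log2 fold change of -4.79 (standard error 0.05). The stress changes may thus come from the mating-type and marker difference between the groups as well as from eEF1A.

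**Figure D1:**
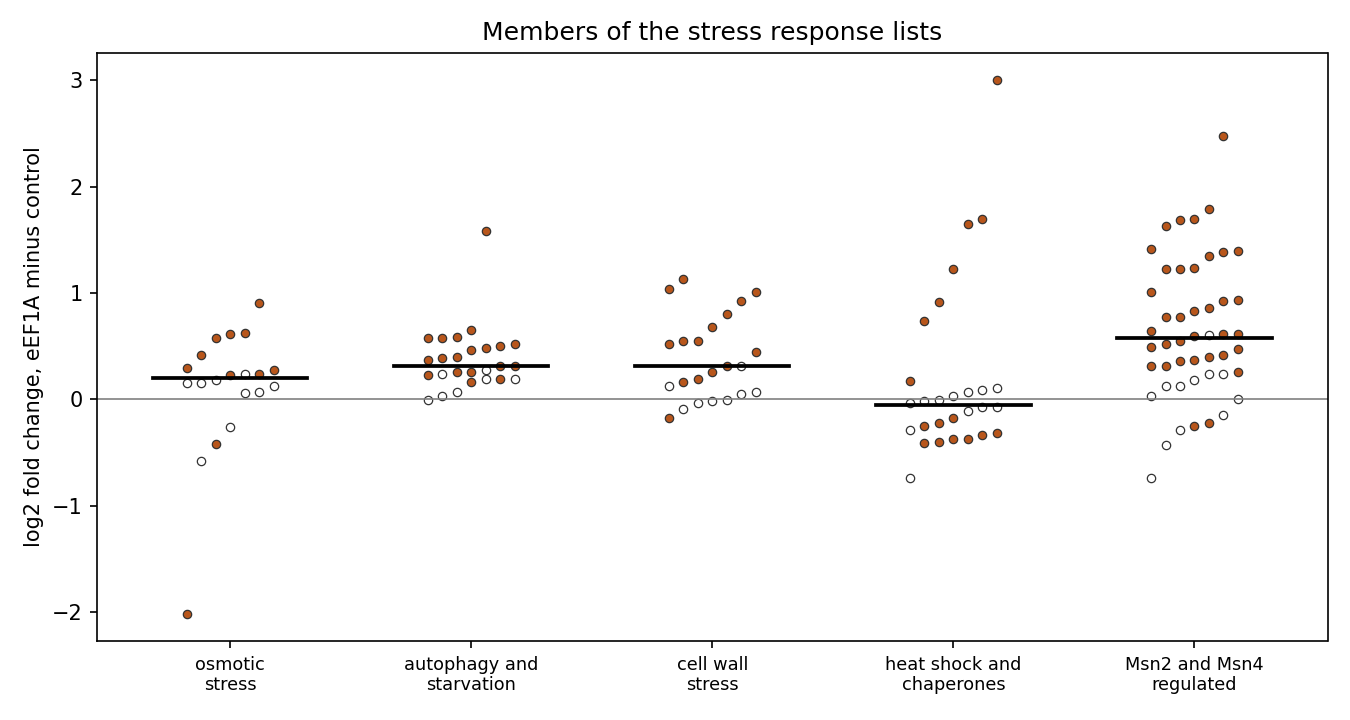
Log2 fold change (eEF1A minus control) of each measured member of 5 gene lists, with filled circles for genes at an adjusted p under 0.05, open circles for the others and a line at the median of the list. The Msn2 and Msn4 list has its median at 0.57, and the heat shock list is spread on both sides of 0.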

The most highly enriched biological processes were those of carbohydrate transport and processing (Table S3). 

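Among the 348 genes that were higher at a B-statistic above 1.5, the processes held by more genes than chance were the synthesis of arginine, the synthesis of amino acids and the response to stress. Arginine synthesis had 7 of its 11 tested genes in this group against 0.612 by chance (adjusted p = 2.24e-04 from a one-sided Fisher's exact test). Amino acid synthesis had 18 of 95 (adjusted p = 9.03e-04) and the response to stress 16 of 89 (adjusted p = 0.00429), the latter with the heat shock genes HSP30, HSP42, HSP78 and HSP104 and the trehalose synthesis genes TPS1, TPS2, TPS3 and TSL1. Glycogen synthesis had 4 of 9 genes, which are GLC3, GLG1, GSY1 and GSY2, against 0.501 by chance and ranked number 8 (adjusted p = 0.0638). It passed without control replicates 1, 2, 3 and 4 (adjusted p = 0.0183, 0.0192, 0.0340 and 0.00230). Carbohydrate metabolism as a whole had 9 of 90 genes against 5.01 by chance (adjusted p = 1). Carbohydrate transport had 1 of 31 genes, the shared probe set of HXT6 and HXT7, against 1.73 by chance (adjusted p = 1). The call of amino acid synthesis was lost without control replicate 1 (adjusted p = 0.166), control replicate 4 (0.238), eEF1A replicate 2 (0.112) and eEF1A replicate 3 (0.0677), while arginine synthesis and the response to stress passed with each array left out. Of 540 processes tested, 3 passed for the higher genes. For the 144 lower genes 7 passed, led by methionine synthesis with 9 of 29 genes (adjusted p = 1.00e-05) and sulfate assimilation with 5 of 10 (adjusted p = 5.54e-04). Cysteine synthesis came next, then the processing of the 35S transcript, and in rank 5 the processing of ribosomal RNA with 13 of 163 (adjusted p = 0.0198). Amino acid synthesis, which passed for the higher genes, passed for the lower genes too, with 9 of 95 (adjusted p = 0.0476). Processing of the 35S transcript and of ribosomal RNA passed without eEF1A replicate 2. Neither passed without control replicates 1, 2 or 3 or eEF1A replicate 3 (adjusted p = 1 in each case) or without control replicate 4 (adjusted p = 0.438 and 0.563). The processes are the Gene Ontology terms in the annotation of the chip that hold 5 to 300 tested genes, set against 4636 annotated genes. With calls at an adjusted p under 0.05 in place of the B-statistic, glycogen synthesis (8 of 9 genes, adjusted p = 0.0213) and carbohydrate metabolism (37 of 90 genes, adjusted p = 0.0452) passed and the response to stress did not (31 of 89 genes, adjusted p = 0.482). In these arrays STE6, the a-factor exporter of a cells, was also lower, by a log2 fold change of -4.04 (standard error 0.05). MET17, of the methionine pathway, was higher, from within the background in control cells. The enriched processes, those of methionine and sulfate included, are thus not separated from this difference between the groups.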

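All 4 genes of trehalose synthesis and all 5 of glycogen synthesis rose in eEF1A cells, whereas hexose transporter genes went both ways. TSL1 and TPS2, which encode the regulatory and the phosphatase subunit of the trehalose synthase complex, rose 5.56-fold (log2 fold change 2.48, standard error 0.08) and 2.63-fold (log2 fold change 1.40, standard error 0.07). GSY1 and GSY2, the glycogen synthase genes, rose 9.14-fold (standard error 0.15 on the log2 scale) and 3.46-fold (standard error 0.07). GLC3, the branching enzyme, rose 2.24-fold, GLG1, which starts glycogen chains, 2.13-fold and its paralog GLG2 1.21-fold. Of 6 genes that convert glucose to UDP-glucose, 4 rose: the glucokinase GLK1 (3.21-fold), the hexokinase HXK1 (2.66-fold), the phosphoglucomutase PGM2 (2.35-fold) and the pyrophosphorylase UGP1 (1.24-fold). PGM1, the minor phosphoglucomutase, had a log2 fold change of 0.01 (standard error 0.05, adjusted p = 0.931 from limma) and HXK2 of 0.03 (adjusted p = 0.748). Of 18 hexose transporter and sensor probe sets, 7 rose and 1 fell. The shared probe set of HXT6 and HXT7, high-affinity transporters, rose 2.32-fold (standard error 0.11 on the log2 scale, adjusted p = 1.12e-04 from limma), and HXT4 2.45-fold (standard error 0.18). HXT2 fell by 1.30 on the log2 scale (standard error 0.15). HXT1, a low-affinity transporter, read 11.78 ± 0.01 (SD, n = 4) in control cells and 11.75 ± 0.06 (SD, n = 2) in eEF1A cells (adjusted p = 0.603 from limma). HXT9 had a log2 fold change of 0.08 (standard error 0.06, adjusted p = 0.317), and a probe set that it shares with HXT11 had a value of 0.34 (standard error 0.06, adjusted p = 0.00297). Each of these counts was equal when adjusted over the list alone. Fry gave trehalose synthesis and glycogen synthesis an adjusted p of 3.75e-05 and 2.57e-04. Camera placed trehalose synthesis (adjusted p = 6.70e-04) and glycogen synthesis (adjusted p = 2.32e-04) above other genes, though with an estimated correlation the adjusted p was 0.28 and 0.347. All genes of the glycogen list and all but TPS1 of the trehalose list are circled in Fig. 5A, which the study drew from these arrays. These tests are therefore not independent support. The glucose conversion list (adjusted p = 0.0506) and the transporters (adjusted p = 0.205) did not pass camera. Fry gave both as higher (adjusted p = 0.0155 and 0.0384). The glucose conversion list passed camera in 9 of 17 alternatives, among them without control replicate 1 (adjusted p = 0.039). Both lists hold circled genes (GLK1, PGM1, PGM2 and the probe set of HXT6 and HXT7), so their tests are not fully independent either. UGP1 did not pass without eEF1A replicate 2 (adjusted p = 0.0625 from limma). After a further quantile normalization over the S. cerevisiae probe sets 4 transporter probe sets rose, and the HXT11 and HXT9 probe set did not pass (adjusted p = 0.163). The α-cell receptor gene STE3 was higher in the same arrays by a log2 fold change of 4.71 (standard error 0.09). Changes of storage and transporter genes therefore cannot be assigned to eEF1A alone.

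**Figure D2:**
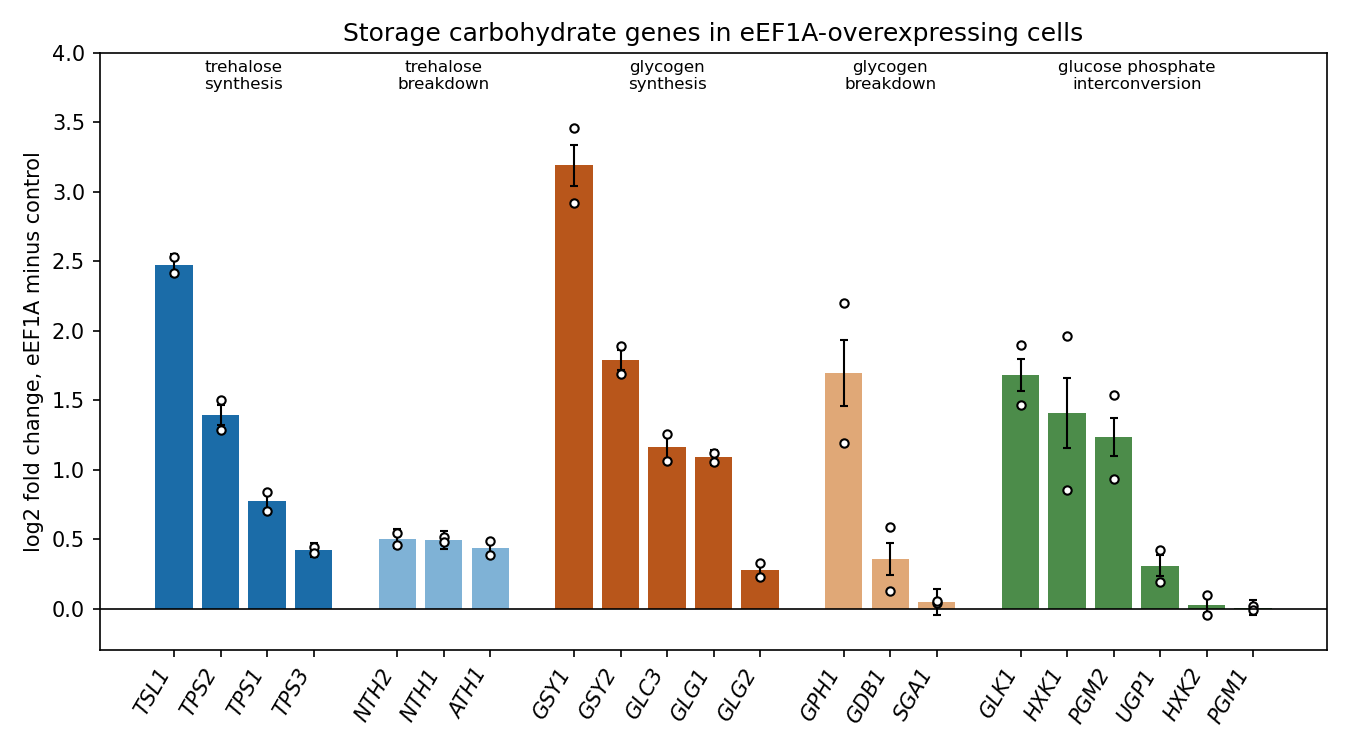
Log2 fold change (eEF1A minus control) of genes of trehalose and glycogen metabolism. Bars are the limma estimates with their standard errors, and the 2 open circles on each bar are the eEF1A replicates minus the mean of the 4 control arrays. Both replicates of TSL1, TPS2, GSY1, GSY2, GLC3 and GLG1 lie above 1, and PGM1 lies at 0.01.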

Upon closer analysis, we found that genes involved in glucose uptake (*HXT1*, *HXT6*, *HXT7* and *HXT9*) and all steps required for its processing into the stress-linked and storage di- and poly-saccharides trehalose and glycogen were upregulated (Fig. 5A). We verified that cells overexpressing eEF1A accumulated trehalose during log phase growth using a quantitative nuclear magnetic resonance (NMR) approach (Fig. 5B,C). A threefold increase in trehalose levels in cells expressing eEF1A was observed when compared to controls (Fig. 5B,C). As a unique NMR peak could not be determined for glycogen, we analysed its levels during log phase growth using a biochemical assay (Fig. 5D). Surprisingly, despite an upregulation in glycogen biosynthesis genes, we observed that glycogen levels appeared to be lower than in wild type when eEF1A was overexpressed (Fig. 5D). This might be a result of the upregulation of the glycogen debranching and mobilisation enzymes Gdb1 and Gph1, respectively, in cells overexpressing eEF1A (Fig. 5A; Table S3). 

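GPH1 and GDB1, the genes of glycogen phosphorylase and of the debranching enzyme, both rose in eEF1A cells, and SGA1, a glucoamylase of sporulation, did not. GPH1 read 6.54 ± 0.16 (SD, n = 4) on the log2 scale in control cells and 8.74 and 7.73 in the eEF1A replicates, a 3.24-fold rise (standard error 0.24 on the log2 scale, adjusted p = 9.16e-04 from limma) with a B-statistic of 0.93. GDB1 read 8.33 ± 0.06 (SD, n = 4) in control cells and 8.92 and 8.46 in the eEF1A replicates, a 1.28-fold rise (standard error 0.11 on the log2 scale, adjusted p = 0.0343 from limma) with a B-statistic of -4.46. SGA1 had a log2 fold change of 0.05 (adjusted p = 0.699), at a mean of 5.18 in control cells that is level with the background. Of these 3 genes of glycogen breakdown 2 rose, also when adjusted over the list alone, and camera did not set the list apart (adjusted p = 0.254). Fry gave the list as higher (adjusted p = 0.0438). The 3 genes of trehalose breakdown, NTH1, NTH2 and ATH1, rose 1.41-fold, 1.42-fold and 1.35-fold, and camera's adjusted p for them was 0.0317 (0.347 with an estimated correlation, also an adjusted p, and 0.0733 without eEF1A replicate 3). Without eEF1A replicate 2 the log2 fold change of GDB1 went from 0.36 to 0.13 (adjusted p = 0.163 from limma). Without control replicates 1, 2, 3 and 4 it stayed at 0.34, 0.35, 0.38 and 0.38, though with fewer arrays the call was lost (adjusted p = 0.0778, 0.0727, 0.0559 and 0.0529). GPH1, GDB1, NTH1 and ATH1 are circled in Fig. 5A, which the study drew from these arrays, so the tests of their lists are not independent. SAG1, the α-agglutinin gene of α cells, rose 23.9-fold in the same arrays, so eEF1A is not the only difference between the groups.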

As we had observed a synthetic interaction between increased eEF1A levels and dynactin complex integrity, we also checked whether the deletion of *ARP1* induced glycogen accumulation (Fig. 5D). We observed that cells lacking ARP1 also had reduced glycogen levels when compared to wild type and that these levels were slightly raised when eEF1A was overexpressed (Fig. 5D). Taken together, these data suggest that the elevation of eEF1A in yeast during growth leads to a substantial alteration in the flow of carbon resulting in the accumulation of the stress-linked disaccharide trehalose.

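Beyond the storage sugars, some genes of the tricarboxylic acid cycle rose in eEF1A cells and 4 genes of gluconeogenesis and the glyoxylate cycle fell. Of 17 genes of the tricarboxylic acid cycle 8 rose, 0 fell and 9 did not pass, with equal counts when adjusted over the list alone. The citrate synthase genes CIT2 and CIT1 rose 2.19-fold and 1.79-fold, and IDH2 and IDH1, the subunits of the isocitrate dehydrogenase of mitochondria, 2.13-fold and 2.01-fold (standard errors of 0.06 to 0.09 on the log2 scale). Of 17 genes of glycolysis and fermentation 5 rose, 1 fell and 11 did not pass. Enolase 1 (ENO1) rose 2.21-fold (standard error 0.07), whereas TDH3 and GPM1 had log2 fold changes of 0.01 and 0.03, at means of 14.66 and 14.41 in control cells that lie near the top of the scale. Of 12 genes of gluconeogenesis and the glyoxylate cycle 2 rose and 4 fell, and 1 rose with median centring or after quantile normalization again. ICL1, isocitrate lyase, had a log2 fold change of -0.72 (standard error 0.20), FBP1, fructose-1,6-bisphosphatase, of at most -0.62 with a mean in eEF1A cells within the background, and ADH2, the alcohol dehydrogenase that consumes ethanol, of -0.58 (standard error 0.10). Of 34 nuclear genes of the respiratory chain 4 rose and 10 fell (4 and 9 when adjusted over the list alone), the rises including the hypoxic subunit genes CYC7 (2.1-fold) and COX5B (2.03-fold). For glycolysis and gluconeogenesis the counts did not differ when adjusted over the list alone. Camera passed the tricarboxylic acid cycle as higher (adjusted p = 0.00848) and the respiratory chain as lower (adjusted p = 0.0429, with a median of -0.07 and a mean of 0.00), but not glycolysis (0.488) or gluconeogenesis (0.136). Neither call held with an estimated correlation (adjusted p = 0.735 and 0.739), with which no list passed. With fry the tricarboxylic acid cycle and glycolysis passed as higher (adjusted p = 0.0138 and 0.0356). The respiratory chain and gluconeogenesis did not pass fry (0.45 and 0.463). The respiratory chain also lost its call in 8 of 17 alternatives, among them without control replicates 3 and 4 and without eEF1A replicates 2 and 3 (adjusted p = 0.0584, 0.0767, 0.143 and 0.0516 from camera). ICL1 and FBP1 did not pass without eEF1A replicate 3 (adjusted p = 0.145 and 0.244 from limma), and FBP1 also not without control replicates 1, 3 and 4 (adjusted p = 0.066, 0.0768 and 0.0572). In these arrays AGA2, an agglutinin gene of a cells, was lower by a log2 fold change of -4.79 (standard error 0.16). Both eEF1A and the mating-type and marker difference thus remain possible sources of these changes. From the raised genes of glucose uptake and of trehalose and glycogen synthesis, together with its measurements of trehalose and glycogen, the paper proposes that more eEF1A changes the flow of carbon so that trehalose accumulates.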

**Fig. 5.**
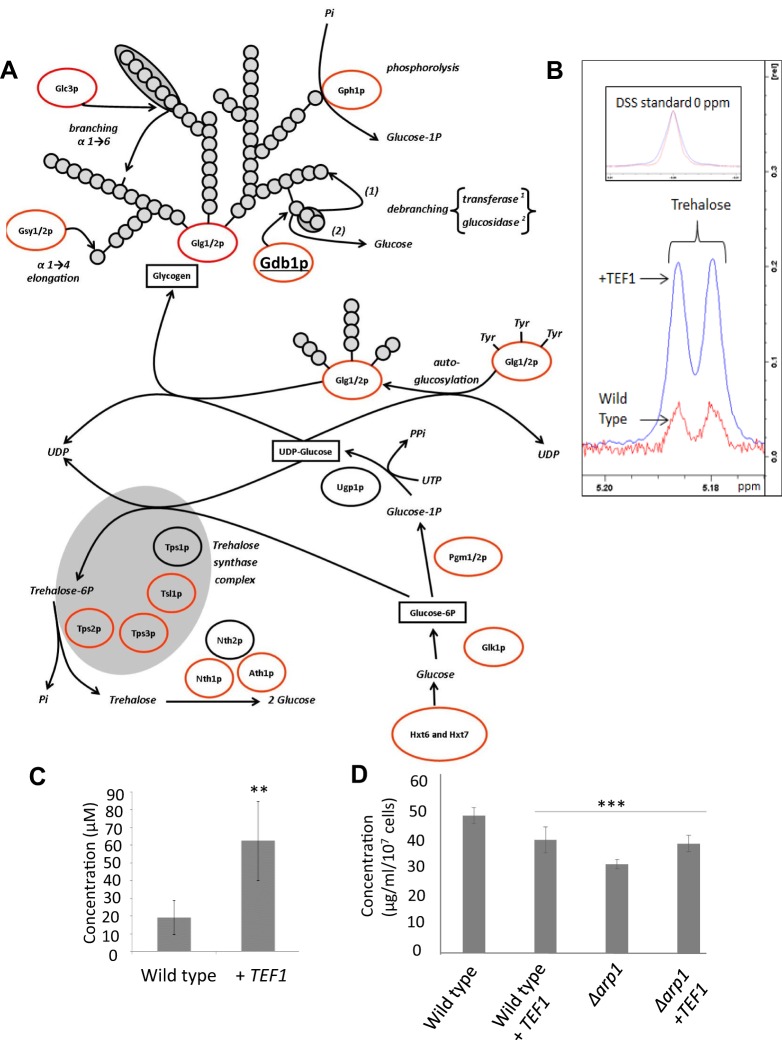
**Effects of eEF1A elevation on carbon flux in yeast.** (A) A microarray analysis was carried out in yeast cells to determine the effects of eEF1A overexpression on global gene expression during the log phase of growth. The genes identified as upregulated that are involved in the processes of glucose uptake or storage as trehalose or glycogen upon overexpression of eEF1A are circled in red. The glycogen debranching enzyme Gdb1, which possesses both α-1,4-glucanotransferase and α-1,6-glucosidase activity (Teste et al., 2000), has been underlined to highlight its upregulation. (B,C) The elevation of trehalose during log phase was confirmed using quantitative NMR; the peaks used for assignment are presented in B, and levels were quantified with reference to a known DSS standard (C). (D) The accumulation of glycogen in response to eEF1A overexpression was assessed in log phase wild-type and *Δarp1* cells using a biochemical assay as outlined in the Materials and Methods. Error bars represent standard deviation (*n*=6, C; *n*=3, D). ***P<0.001, **P<0.01 (Student's *t*-test).

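Of the genes circled in Fig. 5A, 15 of 16 probe sets rose and 0 fell in eEF1A cells, HXT6 and HXT7 being read by a shared probe set. The study chose these genes on the same samples, so their count is not independent evidence of the direction, nor is the equal count when adjusted over the list alone. The median log2 fold change of the circled genes was 1.19, and 10 of them were higher at a B-statistic above 1.5. Those 10 include TPS3, a subunit of the trehalose synthase complex, with a B-statistic of 2.29, and PGM2 with a value of 2.65. TPS3 stayed above 1.5 in 7 of 17 alternatives and in none that leaves out an array, and PGM2 in 13, but not without control replicate 1, 2 or 3. NTH1 and ATH1, the neutral and the acid trehalase, had B-statistics of 1.45 and 0.99, and GLG2 had a value of -1.66. PGM1 had a B-statistic of -8.10. Among the enzymes drawn without a red circle, NTH2 and UGP1 rose, with B-statistics of 1.05 and -3.05. For the same reason no test of this list against other genes is given here. MFA1, an a-factor gene, was lower in these arrays by a log2 fold change of -4.33 (standard error 0.11). Rises of the circled genes therefore cannot be assigned to eEF1A alone.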

### Increased eEF1A levels disrupt amino acid homeostasis and vacuole function

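Genes of amino acid synthesis under the regulator Gcn4 rose in eEF1A cells, and genes of methionine synthesis and sulfate uptake fell. Of 45 genes of the first group 31 rose and 4 fell (32 and 4 when adjusted over the list alone). The ornithine carbamoyltransferase gene ARG3 rose 2.4-fold (log2 fold change 1.27, standard error 0.06) and ARG8, another gene of arginine synthesis, 2.02-fold (standard error 0.07). HIS4, a histidine synthesis gene, rose 1.75-fold, and GCN4 itself had a log2 fold change of 0.12 (standard error 0.05, adjusted p = 0.0945 from limma). Of 13 genes of branched-chain amino acid synthesis 7 rose and 1 fell (8 and 1 when adjusted over the list alone). BAT2, the cytosolic branched-chain aminotransferase, rose 1.38-fold (standard error 0.09), and ILV5, an acetohydroxyacid reductoisomerase, had a log2 fold change of -0.31 (standard error 0.05). Of 20 genes of amino acid breakdown 9 rose and 1 fell (2 fell with median centring), with equal counts when adjusted over the list alone, and the glutamate decarboxylase gene GAD1 and the GABA transaminase gene UGA1 rose 2.33-fold and 2.02-fold. Of 23 genes of methionine synthesis and sulfate assimilation 2 rose and 17 fell, again with equal counts when adjusted over the list alone. MET3, the ATP sulfurylase that starts sulfate assimilation, had a log2 fold change of -1.22 (standard error 0.06). MET17, the sulfhydrylase of the same pathway and a marker gene of laboratory strains, went the other way, from 4.96 ± 0.20 (SD, n = 4) in control cells, within the background, to 11.55 ± 0.11 (SD, n = 2) in eEF1A cells. The groups thus differ in a gene of this pathway as well as in the plasmid. Neither the falls of the methionine list nor the other changes can therefore be assigned to eEF1A alone. Camera passed the Gcn4 list (adjusted p = 1.05e-05), branched-chain synthesis (0.0486), breakdown (0.0379) and, as lower, the methionine list (7.39e-09). None of these held with an estimated correlation (adjusted p = 0.675, 0.735, 0.739 and 0.269), with which no list passed. In the same order fry gave an adjusted p of 0.00209, 0.00988, 0.0234 and 4.25e-04. Branched-chain synthesis also lost its call in 8 of 17 alternatives, among them without control replicates 1, 2 and 4 and eEF1A replicate 3 (adjusted p = 0.0556, 0.0602, 0.0709 and 0.136 from camera), and breakdown without eEF1A replicate 2 (0.0877).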

Our microarray analysis revealed an increase in a number of genes involved in the regulation of amino acid transport and metabolism (Table S3). We hypothesised that elevated levels of eEF1A might therefore impact upon the regulation of amino acid levels. To investigate this further, we employed an NMR metabolomics approach. We produced metabolite extracts from six independent actively growing yeast cultures to determine the effects of eEF1A overexpression (Fig. 6A, Table 1; Fig. S4). From the NMR spectrum, we were able to determine that the levels of a number of amino acids including isoleucine, leucine, alanine, valine, glutamate and lysine were significantly elevated upon eEF1A overexpression (Fig. 6A, Table 1). The presence of amino acid stress in cells overexpressing eEF1A is further supported within our gene expression data, as we observed the upregulation of several transporter-encoding genes, such as the aspartate transporter *AVT6* and the high-affinity branched amino acid permease *BAP2* (Table S3). 

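AVT6 and BAP2 both rose in eEF1A cells. AVT6, whose product exports aspartate and glutamate from the vacuole, read 8.74 ± 0.11 (SD, n = 4) on the log2 scale in control cells and 9.17 ± 0.06 (SD, n = 2) in eEF1A cells, a 1.34-fold rise (standard error 0.07 on the log2 scale, adjusted p = 0.00265 from limma) with a B-statistic of -0.74. BAP2, a permease of branched-chain amino acids, read 10.83 ± 0.05 (SD, n = 4) and 11.57 ± 0.14 (SD, n = 2), a 1.68-fold rise (standard error 0.07, adjusted p = 1.06e-04 from limma) with a B-statistic of 4.58. Of 17 genes of vacuolar amino acid transporters 11 rose and 1 fell, led by RTC2 (2.65-fold, standard error 0.07). Of 20 amino acid permease genes of the plasma membrane 8 rose and 4 fell. BAP3, a relative of BAP2, rose 1.65-fold, whereas the methionine permeases MMP1 and MUP1 had log2 fold changes of -1.05 (standard error 0.06) and -0.85 (standard error 0.07). LYP1, a lysine permease, and TAT1, which carries valine, leucine and aromatic amino acids, had values of 0.05 and 0.03 (adjusted p = 0.519 and 0.834 from limma). For both lists the counts were equal when adjusted over the list alone. The vacuolar list passed camera (adjusted p = 0.0429, and 0.543 with an estimated correlation) and the plasma membrane list did not (adjusted p = 0.739). The call of the vacuolar list was lost without control replicate 4 (adjusted p = 0.0548 from camera) and without eEF1A replicate 3 (adjusted p = 0.127). URA3, a marker gene of laboratory strains, was higher in the same eEF1A arrays, from 4.43 ± 0.15 (SD, n = 4) in control cells, within the background, to 7.41 ± 0.22 (SD, n = 2). With the groups differing in marker genes, these changes, MMP1 and MUP1 included, cannot be assigned to eEF1A alone.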

Further evidence that changes in metabolic homeostasis occured upon eEF1A overexpression was that both NADH and acetic acid levels were significantly reduced (Table 1). The vacuole is the major amino acid storage and distribution organelle in yeast cells and it serves a similar purpose with respect to carbohydrates such as trehalose (Jules et al., 2004; Wilson et al., 2002). As the actin cytoskeleton plays an important role in controlling vacuole biogenesis and function (Bodman et al., 2015) and given the known role for eEF1A in controlling actin dynamics, we hypothesised that the function of this organelle might be impaired upon eEF1A overexpression. To investigate this, we made use of the fluorescent dyes MDY-64, CMAC and Quinacrine, which stain the membrane or accumulate in the lumen of functional and acidified vacuoles. In all cases the overexpression of eEF1A led to a failure to incorporate each dye to the extent observed in wild-type cells indicating vacuole dysfunction (Fig. 6B). Interestingly, a substantial increase in lysosome biogenesis was also observed in HEK293 cells overexpressing eEF1A2 (Fig. 6C). As lysosomes are the functional equivalent of the yeast vacuole this finding suggests a conserved role for eEF1A in the control of metabolism. Taken together, these data suggest that eEF1A overexpression might perturb metabolic homeostasis through interactions with the vacuolar compartment in yeast and lysosomes in human cells.

**Fig. 6.**
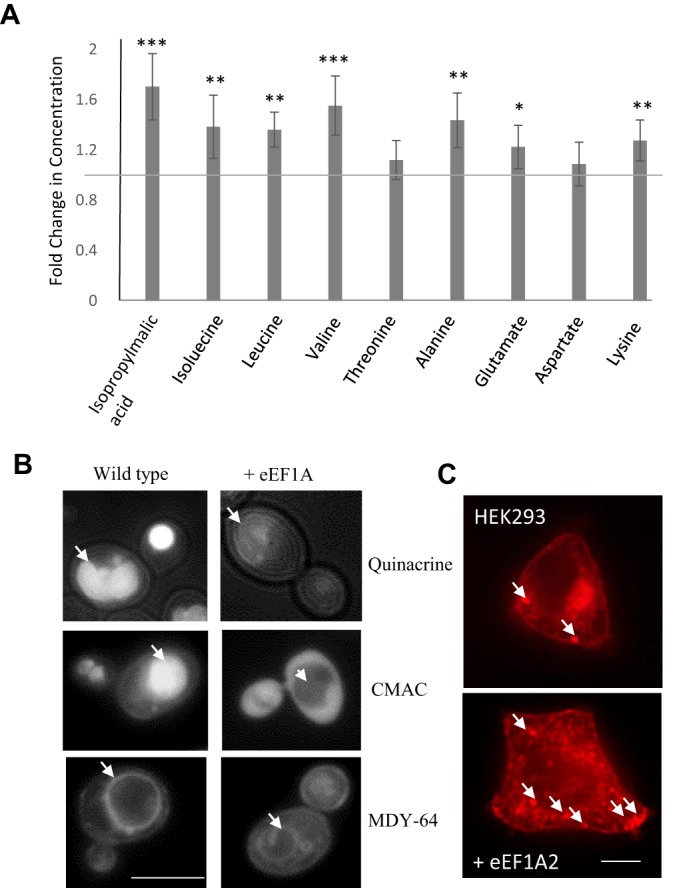
**Central metabolic control mechanisms are disrupted by eEF1A overexpression.** (A) NMR was used to quantify levels of a number of metabolites in extracts prepared from log phase wild-type yeast cells containing a control or eEF1A overexpression plasmid; data is presented as fold change compared to wild type, *n*=6. (B) Vacuole function was assessed in wild-type control and eEF1A-overexpressing cells using the fluorescent dyes Quinacrine, CMAC and MDY-64; arrows indicate the yeast vacuole. (C) Lysosomes were stained in control HEK293 or eEF1A2-expressing cells using lysosensor dye and visualised by fluorescence microscopy; arrows indicate lysosomes. Scale bars: 10 µm. Error bars represent standard deviation. *P<0.05, **P<0.01, ***P<0.001 (Student's *t*-test).

**Table 1.**
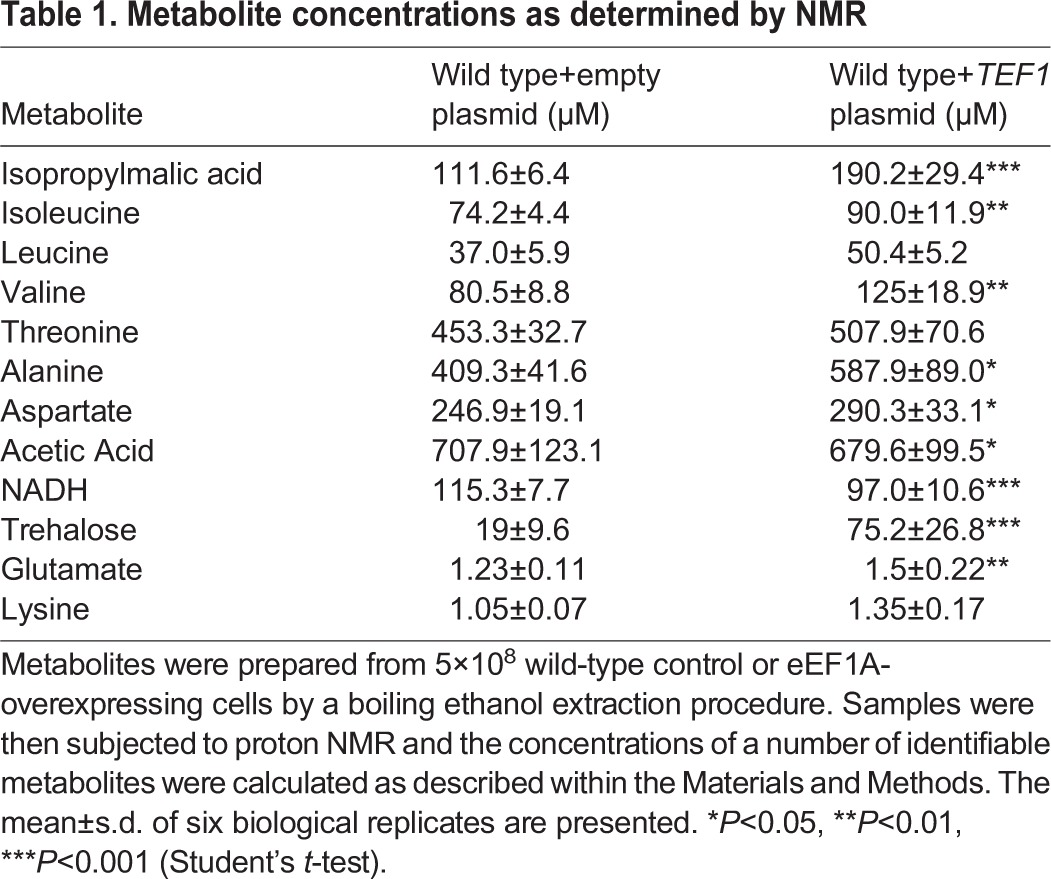
**Metabolite concentrations as determined by NMR**

## DISCUSSION

Although its canonical role in translation elongation is well characterised, the moonlighting functions of eEF1A and the effects of loss of its regulation are poorly understood. The importance of maintaining the control of eEF1A levels is highlighted by the oncogenic properties of eEF1A2, whose inappropriate expression has been shown to induce tumour growth. To increase our understanding of the consequences of an increase in eEF1A above normal levels we made use of the highly amenable budding yeast *S. cerevisiae*. Previous studies on eEF1A overexpression in yeast revealed links to altered actin cytoskeletal organisation that correlated with changes in growth (Munshi et al., 2001). These effects were attributed to the ability of eEF1A to bind to and bundle actin fibres (Gross and Kinzy, 2005), although the mechanisms that underlie its effects on growth were not identified. Here, we report that the elevation of eEF1A promotes genome instability and metabolic changes in both yeast and human cells that might contribute to its effects upon growth.

In the yeast system, we observed a strong synthetic genetic interaction between eEF1A and the dynactin complex. In higher eukaryotic systems dynactin can be found in a variety of subcellular localisations, for example, within centrosomes (spindle pole bodies in yeast) and within a variety of endomembranes (Chen et al., 2015; Gill et al., 1991; Paschal et al., 1993; Habermann et al., 2001). Dynactin is implicated in the regulation of dynein targeting and/or recruitment and facilitates its processivity along microtubules. At the centrosome, dynactin and dynein are important in microtubule anchoring (Quintyne et al., 1999), and this function is conserved in the yeast system (Muhua et al., 1994). Dynactin is also able to control microtubule dynamics and recruit proteins to the plus ends of microtubules (Quintyne et al., 1999; Yeh et al., 2012). The localisation of dynactin to the cell cortex allows it to influence rotational movement of the mitotic spindle and direct movement of motile cells (Skop and White, 1998; Gönczy et al., 1999; Dujardin et al., 2003). However, despite the plethora of known roles in higher eukaryotes, the only known function of dynactin in yeast cells is in the control of spindle pole body dynamics (Moore et al., 2008). Our data suggests that eEF1A might influence genome stability through spindle pole body stabilisation, and that this activity is revealed upon combination with additional defects in spindle pole body organisation. In line with this hypothesis, an increase in eEF1A levels dramatically increased the aneuploidy observed in yeast cells lacking core dynactin complex components. In addition, eEF1A overexpression in yeast led to the accumulation of γ-tubulin and the dynactin–dynein complex at the spindle pole body. These data indicate that an increase in eEF1A levels leads to stabilisation of the spindle pole body, with downstream effects upon nuclear organisation and genome stability. One possibility is that eEF1A is an unrecognised component of the spindle pole body, perhaps mediated by its known role as a cytoskeletal-binding protein. One can envisage that the stabilisation of the spindle pole body upon overexpression of eEF1A could arise from a stabilising effect upon actin or γ-tubulin structures therein. However, exhaustive studies on the composition of the spindle pole body in yeast have not identified it as a component part (Kilmartin, 2014; Wigge et al., 1998). It does remain a possibility that eEF1A functions within the spindle pole body under specific cellular conditions or indeed becomes incorporated when its levels are elevated.

As well as containing microtubules, the spindle pole body in yeast relies on the functions of the actin cytoskeleton for positioning. Indeed, there exists a strict cooperativity between the actin and microtubular cytoskeletons in positioning the spindle pole body to ensure faithful segregation of chromosomes. It therefore seems likely that an increase in eEF1A level perturbs nuclear stability through its role in regulating the stability of the actin cytoskeleton. In line with this, we observed that the expression of a mutant form of eEF1A, eEF1A^K333A^ which cannot bind to actin, did not lead to spindle pole body defects upon overexpression. The expression of eEF1A^K333A^ has also been shown to have no effect upon growth rate in yeast cells (Gross and Kinzy, 2005). Interestingly, the overexpression of eEF1A alone did not appear to increase the generation of aneuploid cells, as was the case upon loss of the dynactin complex, and did not affect positioning of the spindle pole body. These data suggest that the effects of eEF1A upon spindle pole body do not occur through the inactivation of dynactin function. A more likely explanation is that an actin-dependent stabilisation of the spindle pole body leads to the accumulation of dynactin and dynein with downstream effects upon nuclear organisation. However, the levels of γ-tubulin are reported to increase in response to DNA replication stress (Tkach et al., 2012). We cannot therefore rule out the possibility that the effects of eEF1A overexpression on spindle organisation and chromosomal segregation are also influenced by a stress response that in turn leads to spindle pole body stabilisation. A role for actin in the regulation of chromosome dynamics in yeast has recently been described in which both cytoplasmic and nuclear actin structures have been implicated (Spichal et al., 2016). An extension of these findings is that stabilisation of actin structures through eEF1A overexpression might alter the dynamic interplay between chromosomes and the nuclear envelope in addition to stabilisation of the spindle pole body. This relationship might in turn have an effect upon entry into the cell cycle, as we observe substantial changes in the lag phase of growth when eEF1A is overexpressed. It might be that such a role is conserved, as we also noted changes in nuclear morphology in HEK293 cells expressing eEF1A2. In both yeast and HEK293 cells, we observed that eEF1A overexpression led to an increase in nuclear size. This size increase was accompanied by an increase in propidium iodide staining, a phenomena that has been reported to occur upon a reduction in histone occupancy, which in turn reveals more dye-binding sites (Giangarè et al., 1989). It will be of interest to fully characterise the nuclear changes that occur as a result of eEF1A overexpression and to determine whether these findings are linked to the oncogenic properties of eEF1A2.

Our analyses demonstrate that increasing eEF1A levels leads to the coordinated upregulation of glucose uptake and its storage as trehalose. This raises the possibility that spindle pole body stabilisation might in turn trigger carbohydrate storage, perhaps through changes in gene expression leading from changes in chromatin. Indeed, it has been reported that DNA damage can lead to the activation of storage carbohydrate synthesis in yeast (Kitanovic et al., 2009). However, the deletion of *ARP1*, which leads to severe defects in spindle organisation and chromosome segregation, did not lead to the accumulation of glycogen when compared to wild type. Similar results have been obtained for other strains lacking dynactin complex components (data not shown) suggesting that another mechanism might be responsible for the changes in metabolic activity observed. Recent data suggests that the *TPS1* gene, which encodes the synthase subunit of trehalose-6-P synthase and which is upregulated in response to eEF1A overexpression, plays an important role in managing diverse stress responses and protection against apoptosis independently of its role in trehalose biosynthesis (Petitjean et al., 2015, 2016). This might be important given our finding that eEF1A overexpression does not lead to an increase in cell death despite its effects on nuclear stability, but instead increases metabolic functions within the cell.

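TPS1, the gene of the synthase subunit, rose 1.71-fold in eEF1A cells (log2 fold change 0.77, standard error 0.06, adjusted p = 6.85e-05 from limma), with a B-statistic of 5.38. Both eEF1A replicates, at log2 values of 10.72 and 10.58, lay above the 4 control arrays, which ranged from 9.80 to 9.94. MF(ALPHA)2, a pheromone gene of α cells, was higher in these arrays by a log2 fold change of 7.08 (standard error 0.10). The rise of TPS1 is thus not separated from the mating-type difference between the groups.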

Our metabolomic and gene expression profiling data suggest that the elevation of eEF1A levels leads to changes in the levels of a number of amino acids within dividing cells. The vacuole represents an important organelle that is a site for the storage of amino acids and carbohydrates. The processes of uptake and release from the vacuole are active and require the function of membrane-localised transporters (Kucharczyk and Rytka, 2001). Our data suggest that the function of the vacuole becomes impaired upon the expression of eEF1A, and our preliminary findings suggest that, under these conditions, vacuoles are found to contain amino acid levels that differ significantly from that of wild type (data not shown). Whether amino acid storage, transport or sensing mechanisms underlie the defects induced by an increase in eEF1A levels requires further investigation. A possible mechanism to explain the loss of control of vacuole function might rest with the ability of eEF1A to stabilise actin filaments. The function of the vacuole has been shown to be linked to actin filament construction, which is important for maintaining organelle stability. In support of this hypothesis, it has recently been published that eEF1A and actin interact to control vacuole stability in yeast (Bodman et al., 2015). A model is proposed whereby eEF1A binds to the small GTPase Rho1p on the vacuolar membrane. Upon activation of Rho1, eEF1A is released and acts to stabilise the vacuole through its actin-bundling activity (Bodman et al., 2015). One possibility is, therefore, that elevation of eEF1A leads to vacuolar defects through a similar mechanism resulting in an inability to control amino acid levels. However, as we do not observe vacuolar morphological defects, but instead a loss of membrane potential and acidification, it might be the case that eEF1A interacts directly or indirectly with the v-ATPase to inhibit its function. Interestingly, expression of eEF1A2 in HEK293 cells led to a dramatic accumulation of lysosomes when compared to controls. This result requires further investigation but might suggest the induction of autophagy, which results in lysosome proliferation, or alternatively the activation of a lysosome biogenesis programme. It is unclear whether an increase in eEF1A levels perturbs vacuole and lysosome functions through a similar mechanism or whether these results reflect more general responses to metabolic disruption. Interestingly, and in line with a role for eEF1A2 as an oncogene, the upregulation of lysosome biogenesis has been reported to be important for the support of cancer cell metabolic requirements (Perera et al., 2015).

Our experiments have identified two new apparently distinct changes in cell behaviour that are associated with an increase in eEF1A levels. The discovery that nuclear organisation and metabolic homeostasis are directly influenced by eEF1A levels might be of importance with respect to its ability to act as an oncogene. These effects might be attributable to the role that eEF1A plays in the stabilisation of cytoskeletal structures. It will be important to further characterise the roles and interactions of eEF1A if we are to fully understand its oncogenic properties.

## MATERIALS AND METHODS

### Strains and cell growth

*Saccharomyces cerevisiae* strains were grown at 30°C, with liquid cultures grown with rapid aeration with shaking at 180 rpm in either YP or synthetic defined medium supplemented with 2% glucose. For all experiments, cells were grown overnight in selective medium and sub-cultured to an optical density at 600 nm (OD_600_) of 0.1 before growth analysis. Yeast strains used in this study are described in Table S1. GFP-labelled yeast strains were generated as part of a genome-wide tagging project (Huh et al., 2003), and obtained from Thermo-Fisher. Growth of yeast in liquid culture was carried out in BMG labtech SPECTROstar Nano plate readers in 24-well or 48-well plates as indicated at a constant temperature of 30°C with orbital shaking at 400 rpm and automated OD_600_ determination every 30 min. To generate an eEF1A yeast expression vector, a gateway cloning LR reaction was carried out using pENTR/TEV/D-TOPO TEF1 [Havard Medical School PlasmID repository (clone ID ScCD00011628)] and pAG425GPD-ccdB. Plasmids expressing Ura3-eEF1A and Ura3-eEF1AK^333A^ were a kind gift from Stephane Gross (Aston University, Birmingham, UK). To create the eEF1A2 FlipIn HEK293 strain, a pcDNA3.0 overexpression plasmid containing eEF1A2 (a kind gift from Jonathan Lee, University of Ottawa, Canada) was digested with HindIII and XhoI, and the resultant eEF1A2 ligated into pcDNA5/FRT (Invitrogen). Stable HEK293 cell lines were generated using the Invitrogen Flp-In Recombination System, as per the manufacturer's guidelines. HEK293 cells were grown in a static incubator at 37°C and 5% CO_2_ in Dulbecco's modified Eagle's medium (DMEM), High Glucose, GlutaMAX (Invitrogen, 6195-026) with 2 mM glutamine (Invitrogen, 21765-029), 10% fetal bovine serum (FBS; Invitrogen 16000-044) and hygromycin (100 µg/ml) in T75 flasks. HEK293 cells were diluted to 5×10^4^/ml and 100 μl applied to the wells of an Xcelligence E-plate for assessment of growth in an RTCA DP analyser (ACEA Bioscience Inc.).

### Polysome profiles

For the generation of polysome profiles, cycloheximide was added at a final concentration of 0.1 mg/ml to logarithmically growing yeast cultures (OD_600_ 0.8–0.9) for 5 min prior to harvest. 60 OD_600_ units of cells were harvested by centrifugation and washed in ice-cold lysis buffer (25 mM Tris-HCl pH 7.5, 100 mM NaCl, 5 mM MgCl_2_, 5 mM β-mercaptoethanol, 0.1 mg/ml cycloheximide, 0.5 mM PMSF). Washed cells were re-suspended in 700 µl of ice-cold lysis buffer and lysed by six 60 s cycles of vortexing with a volume of acid-washed glass beads, with 60 s incubations on ice between cycles. Lysates were cleared by centrifugation at 13,000 ***g*** and 450 µl of the cleared lysate were layered onto gradients of 15–45% sucrose in lysis buffer without PMSF. Gradients were spun for 3 h at 35,000 rpm (21,000 ***g***) and 4°C, and then analysed by passaging through the OD cell of a Bandel BR-188 Gradient Fractionator (Alpha Biotech, UK).

### Whole-cell protein and metabolite extraction

Whole-cell protein extraction was performed from 10^8^ cells as described previously (von der Haar, 2007). For detection of metabolites using NMR, 50 ml yeast cultures were grown to an OD_600_ of 0.5 and a cell count was performed for quantification purposes. Cells were cooled on ice and washed twice in 25 ml of ice-cold water and the wet biomass weighed for quantification purposes. 5 ml of boiling 75% EtOH was added to the pellet together with 2 ml of 0.3 mm glass beads. The samples were vortexed for 30 s and then incubated at 80°C for 3 min followed by another 30 s vortex. Samples were decanted into a fresh tube and the beads washed with a further 2 ml of 75% EtOH that was then combined with the original sample. Samples were then centrifuged at 16,000 ***g*** for 10 min to remove cell debris and dried in a Rotorvac at 37°C. Samples were re-suspended in 330 μl of H_2_O and spun at 5000 rpm (1844 ***g***) for 10 min to remove any further debris and frozen at −20°C before being freeze dried.

### Metabolite detection by NMR

Experiments were performed at 298 K on a Bruker AVANCE 3 600 MHz spectrometer, equipped with a QCI-F cryoprobe. Data sets were acquired with 64k points and a proton window size of 16 ppm. Spectra were referenced against an internal standard of DSS. Excitation sculpting was used to suppress the water peak using pulsed field gradients. Analysis of data was performed using Bruker TopSpin and AMIX data analysis software. Identification of metabolites was performed by comparison to previously published data on the Madison Metabolomics Consortium Database and by reference to internal standards. We utilised Bruker TopSpin to quantify peak intensity with reference to a DSS standard of known concentration. Absolute concentrations were calculated using Concentration (μM)=peak X intensity/((DSS peak intensity/9 protons)×peak X protons)×50.

### Assessment of glycogen levels

Strains were grown overnight in SC-LEU medium and re-inoculated to an OD_600_ of 0.1 in fresh SC-LEU medium. Cultures were then grown to an OD_600_ of 0.5 before assessment. 10^8^ cells were washed three times in an equivalent volume of de-ionised water followed by three times in ice-cold lysis buffer (25 mM sodium citrate, 2.5 mg/ml NaF, pH 4.2) and re-suspended in 100 µl lysis buffer. An equivalent volume of acid-washed glass beads were added and cells were lysed using a vortex bead beater for three 2-min cycles before being heated to 90°C for 2 min and returned to ice. The homogenate was cleared by centrifugation at 14,000 ***g*** for 5 min and the supernatant used to assess glycogen levels with a the EnzyChrom glycogen assay kit (Bioassay Systems) as per manufacturer's instructions.

### Fluorescence microscopy

All fluorescence microscopy was performed on an Olympus IX81 inverted research microscope. Images were captured using a Hamamatsu photonics ORCA AG cooled CCD digital camera, with light excitation from an Olympus MT20 illumination system. Control of the system was through the Olympus CellR imaging software. Images were processed using Huygens deconvolution software from Scientific Volume Imaging.

### Immunofluorescence of yeast cells

Cells were grown to the desired phase of growth and fixed in 5% formaldehyde for 1 h. Cells were washed twice in sorbitol buffer (1.2 M sorbitol, 0.1 M potassium phosphate buffer pH7.5), re-suspended in 0.5 ml sorbitol buffer plus 1 μl β-mercaptoethanol and 20 μl 1 mg/ml zymolyase, and incubated at 37°C for 40 min. Cells were applied to poly-L-lysine-coated slides with wells and 10 μl of 0.1% SDS added for 30 s before washing ten times with PBS plus 1 mg/ml BSA. Immobilised cells were incubated with primary monoclonal anti-β-tubulin antibody (1:500 dilution, Sigma, clone AA2) overnight at 4°C. Slides were washed a further ten times with PBS with 1 mg/ml BSA before adding 15 μl of the secondary anti-mouse-IgG antibody conjugated to FITC (1:1000, Sigma) in PBS with BSA at room temperature for 1 h. Slides were washed ten more times and then a drop of phenylenediamine mounting solution containing DAPI at 1 mg/ml was added before visualisation.

### Immunofluorescence of HEK293 cells

HEK293 cells were grown to 70% confluence on coverslips in six-well plates before fixation with 4% paraformaldehyde in PBS for 15 min. Following fixation, cells were permeabilised with 0.1% Triton X-100 in PBS for 5 min and then blocked in 250 μl 3% BSA in PBS for 15 min at room temperature. 25 μl droplets of anti γ-tubulin (1:1000, Sigma, GTU88) primary antibody were applied to a sheet of parafilm and the coverslips were placed cell-side down on the drops and left in a moist environment overnight at 4°C. Coverslips were then placed on four 100 μl droplets of PBS with 0.1% Tween 20 sequentially and left on each for 5 min to wash. Coverslips were incubated with anti-mouse-IgG antibody conjugated to FITC (1:1000, Sigma) for 1 h at room temperature before being washed a further four times on 100 μl droplets of PBS with 0.1% Tween 20 and then placed cell-side down onto 25 μl droplets of DAPI (1 µg/ml) for 1 min followed by two 10 min washes with PBS. 100 μl 0.1% *p*-Phenylenediamine anti-fade (Sigma P6001-50G) was mixed with 900 μl 10% Mowiol mounting solution (Sigma 81381-50G), 5 μl droplets of this mounting mix were added to glass slides and the coverslips were placed, cell-side down, on top of the droplets before visualisation.

### ROS detection and propidium iodide staining

To assess ROS levels, cells were grown overnight to stationary phase in the presence of 5 mg/ml 2,7-dichloro dihydrofluorescein diacetate (H2-DCFDA; Molecular Probes). For assessment of propidium iodide staining 1×10^7^ cells were fixed in 1 ml of ice-cold 70% ethanol for 10 min before washing with 1 ml of 50 mM sodium citrate. Cells were re-suspended in 0.5 ml of 50 mM sodium citrate containing 1 mg/ml RNase A and incubated for 2 h at 37°C before the addition of propidium iodide to a final concentration of 6 µg/ml. Propidium iodide staining and ROS levels were assessed using a BD FACScalibur flow cytometer using FL-2 and FL-1 detection filters, respectively. Propidium-iodide-stained nuclei were also visualised by fluorescence microscopy using a Texas Red filter set.

### RNA isolation and microarray

Total RNA was prepared from log phase cells from biological triplicate cultures using a Qiagen RNAeasy kit including an on-column DNase digestion step according to the manufacturer's instructions. Following reverse transcription reactions, the cDNA template was hybridised to an Affymetrix Yeast 2.0 GeneChip array. Data was quality controlled and normalised using the Bioconductor plugin affylmgui (Wettenhall et al., 2006). To reduce background noise, we used the Robust Multi-Array Average (RMA) algorithm (Bolstad et al., 2003). A cut-off point was established for genes that were designated to have a B-statistic greater than 1.5. We then sorted the significant data into groups for processing with the Gene Ontology (GO) Slim Mapper. The raw and analysed microarray data have been submitted to the GEO database under accession number GSE89286.

### Western blotting procedures

Whole-cell protein extraction was performed from 108 cells as described previously (von der Haar, 2007), and samples were separated on a 12.5% SDS-PAGE gel before being transfered to a PVDF membrane at 25 V for 30 min using a semi-dry blotter (Biorad) in transfer buffer (25 mM Tris-HCl, pH 8.3, 190 mM glycine, 20% methanol). Membranes were incubated in TBST (20 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.1% Tween 20) containing 5% milk for 1 h before incubating with either an anti-human eEF1A1 antibody (1:1000, abcam ab153710) to detect yeast eEF1A or an anti-human eEF1A2 antibody (1:1000, abcam 153714) to detect eEF1A2 for 1 h in TBST plus 1% milk. Secondary anti-rabbit-IgG conjugated to HRP was used to detect hybridisation (1:5000, Sigma) and was developed using enhanced chemiluminesence.

How the deposited data were processed for this re-analysis (not part of the article)

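The effect of eEF1A overexpression on gene expression was measured on 6 Affymetrix Yeast 2.0 arrays, 4 of cells with an empty plasmid (control replicates 1 to 4) and 2 of cells with a TEF1 plasmid (eEF1A replicates 2 and 3). The groups and replicate numbers were taken from the sample labels, while the methods give biological triplicates, and no list of the arrays behind the paper's counts was used here. Metabolite, glycogen, microscopy, flow cytometry and human cell measurements were not analysed here.

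The authors normalized the arrays with RMA, named without a version in their processing notes, in the Bioconductor tool affylmGUI, and deposited log2 expression values for 10928 probe sets. They also deposited a workbook with the same log2 values, whose largest difference from the value table is 5.00e-09, a table of their comparison with log2 fold changes, B-statistics (a score without a fixed range) and p-values, and sheets of higher and lower genes. In the authors' deposited table the log2 fold changes are control minus eEF1A, so their sign was turned. They differ by at most 8.39e-09, and the B-statistics by at most 1.95e-07, from a limma fit without options over all probe sets of the chip, and the deposited p-values are Benjamini-Hochberg adjusted. Columns of other samples were 0 in number. RMA sets the distribution of the 6 arrays equal over S. cerevisiae and S. pombe probe sets together, which assumes that most probe sets do not change. After it, the median S. cerevisiae log2 value was between 9.00 and 9.05 on the control arrays and 9.12 and 9.03 on eEF1A replicates 2 and 3.

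From the deposited log2 values, limma 3.58.1 in R 4.3.3 was fitted to the 5810 S. cerevisiae probe sets with the group as the only term, followed by empirical Bayes moderation with a prior proportion of 0.01 (4.09 prior degrees of freedom). The B-statistic threshold of 1.5 is the paper's. Genes take their names from the annotation deposited with the chip, brought up to date through a RefSeq table of the R64 assembly, whose locus tags matched 5713 probe sets. 71 probe sets name several genes and are printed with all their names, 26 control probe sets carry no gene name and were not counted, and 40 genes have several probe sets, of which the one with the highest mean stands for the gene. This gave 5726 genes, over which p-values were adjusted by Benjamini-Hochberg.

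Before the data were examined, 47 gene lists were fixed from textbook knowledge and from Fig. 5A, of which 45 had measured members. RPP1, which encodes a subunit of RNase P, was taken out of the ribosomal protein list after the values were seen. Where the mean of a group is at or under the level of 95 percent of the S. pombe probe sets, that level was put in its place and the difference is given as at least that size. For each, the members that rose or fell were counted over all genes and adjusted over the list alone, and the list was tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Camera compares a list with the other genes, and fry tests whether its genes move on balance one way. With the preset correlation 16 lists were higher and 9 lower at an adjusted p under 0.05, with the estimated correlation 0, and with fry 24 were higher and 5 lower. These counts include the genes circled in Fig. 5A, which the study chose on the same arrays. Gene Ontology processes were tested with a one-sided Fisher's exact test over 540 terms with 5 to 300 tested genes. The genes named in the text are those the paper names for the arrays or draws in Fig. 5A, TEF1, TEF2 and LEU2, the 10 largest rises and 10 largest falls above the B threshold with both eEF1A arrays outside the range of the controls, and for each list described up to 4 members that passed with the largest change and up to 2 that did not pass with the highest mean. Exceptions are named as such.

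On simulated arrays drawn with the means and residual spreads of the 5726 genes, 4 against 2, the fit found 85.1% of 67 genes changed by 0.5 on the log2 scale, 97.0% of 66 changed by 1 and 100% of 64 changed by 2 at an adjusted p under 0.05, and called 10 unchanged genes. At a B-statistic above 1.5 it found 56.7%, 87.9% and 100% of them. The noise was drawn for each probe set on its own and alike in both groups. Variation that many genes of a culture share is therefore not covered, and false calls from it are not counted.

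The alternatives were thresholds of 0 and 1 for the B-statistic, an adjusted p under 0.05 in its place, all probe sets in the moderation step, a filter on dim probe sets, quantile normalization again over S. cerevisiae probe sets, median centring, limma-trend, robust moderation, array weights, the mean of a gene's probe sets, no probe sets that can match several genes, the replicate number as a block, each array left out in turn, only the arrays numbered 2 and 3, other sizes of Gene Ontology terms, and the authors' deposited fold changes and B-statistics. The workbook's log2 values were not run as an alternative, since they are equal to those used. No coordinates are given, since the chip's annotation and the RefSeq table come from different releases. Mitochondrial genes, genes of the 2 micron plasmid and TRP1 were not analysed here.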

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

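The tests of the mating-type pattern, of the state of the cultures, of single arrays and of the genotype were chosen only after their results were seen, and that of the TEF1 probe set before. STE3 (log2 fold change 4.71) and MF(ALPHA)1 (8.43) of α cells were higher in the eEF1A arrays, MFA2 (-7.07) and STE2 (-5.83) of a cells were lower, and MET17 (6.59) and URA3 (2.98), genes often deleted as markers, were higher, where MF(ALPHA)1, MET17 and URA3 were within the background in the controls, so their differences are at least 7.28, 6.37 and 2.23. Loss of silencing at the silent mating loci in eEF1A cells would leave the a1 RNA in place, but HMRA1 had a log2 fold change of -5.11, which is at least a fall by 3.44 since its eEF1A mean is within the background, and this argues against it. The measured neighbours of the marker genes and LEU2 were above a B-statistic of 1.5 in 4 of 14 cases against 486 of 5705 other genes (one-sided Fisher's exact p = 0.0266). Altered chromosome segments beside the markers would give this. The 4 genes are MRM1, TIM9, ACO1 and YCL021W-A. ACO1 is also on the tricarboxylic acid cycle list, of which other genes rose too, so its call need not come from a marker. With so few genes the test hangs on single calls. In their RNA the controls read as a cells and the eEF1A arrays as α cells. HMLALPHA1/MATALPHA1 went from 4.27, within the background, to 10.18, and HMRA1 from 8.62 to 3.51. Cultures of another mating type and marker genotype would give this, and of the 6 measured marker genes 5 rose and 1 fell. The test of the marker genes cannot tell such cultures from other origins, because MET17 and URA3 are part of the pattern. Of the 4 other listed marker genes, 0 were at background in one group and at least 2 log2 units higher in the other. The strains of Table S1 were not used here.

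TEF1 and TEF2, the overexpressed gene and its twin, did not differ between the groups on their shared probe set. A probe set near the top of the scale could hide a rise: the log2 fold changes of the 64 genes within 0.5 of its mean had an SD of 0.04, which is 0.144 times that of the 237 genes with means from 12 to 13 (0.26), and 1 gene was brighter. Since those bright genes may also have been stable, it stays open whether TEF1 RNA rose, and by how much. The arrays hold no separate biological test of it.

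The higher storage carbohydrate and stress genes and the lower ribosome biogenesis genes make up another pattern. A single eEF1A array is argued against, since the median of the Msn2 and Msn4 list over the control mean was 0.67 in eEF1A replicate 2 and 0.45 in replicate 3, with 0.07 as the highest of the control arrays. Cultures nearer to glucose exhaustion cannot be told apart from the other explanations, because genes that low glucose raises went both ways: the gluconeogenesis and glyoxylate list had a median log2 fold change of -0.21 (SD of its members 0.39) and no member above 0.34, against a median of 0.57 for the Msn2 and Msn4 list, and HXT2 fell (-1.30), whereas HXT6/HXT7 (1.22), HXT4 (1.29) and HXK1 (1.41) rose. The overexpression of eEF1A and the mating-type and marker difference between the groups cannot be told apart. The reason is that 0 of the 2 eEF1A arrays had the a-cell genes within 1 log2 unit of the controls.

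Among 45 genes or shared probe sets tested for an array apart from the other controls, GLG1 stood out: control replicate 3, at 6.91, was apart from the others, at 6.80 to 6.81, by 0.913 of the whole range (Dixon's test for outliers). Chance gives such a result in about 1 of 20 groups.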

How the results depend on the processing

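The tests without mating-type, marker and sulfate genes and with the authors' deposited table were chosen only after the data were seen. Over 17 alternatives and 234 named genes, no called gene changed direction, and no other gene passed in the opposite direction. Of 3969 values 3751 stayed on the same side of the threshold, 167 were no longer past it and 51 newly past it. Of 160 called genes 120 passed under all. A gene that passed in neither fit counts as unchanged whatever its sign. The TEF1 and TEF2 probe set is such a case, at -0.055 after median centring against 0.004 in the main fit. LEU2 and the TEF1 and TEF2 probe set never passed. The higher and lower counts above the B-statistic of 1.5 were 199 and 82 with array weights and 150 and 60 with only the arrays numbered 2 and 3, which use fewer arrays. The lower count was 282 after quantile normalization again, 286 after median centring and 224 at a B-statistic above 0. With an adjusted p under 0.05 in place of the B-statistic the counts were 1575 and 884, of which the lower was 1491 after quantile normalization again, 1451 after median centring and 562 with array weights, and both were 853 and 461 with only the arrays numbered 2 and 3. Centring moves the log2 fold change of all genes alike (their median from 0.04 to -0.02). For the other changes the cause was not tested. With 1 array left out the counts ranged from 220 to 352 higher (lowest without eEF1A replicate 2, and 226 without control replicate 1) and from 84 to 200 lower (lowest without control replicate 1, 87, 86 and 92 without control replicates 2, 3 and 4, and 94 without eEF1A replicate 3). A lone eEF1A array is then assumed to vary like the controls. Without the mating-type, marker and sulfate genes the counts above the B threshold were 342 and 124. Only listed genes were left out, and HMLALPHA1/MATALPHA1, HMRA1 and AFB1 stayed in. These counts therefore cannot show how many calls come from the mating-type and marker difference. The authors' deposited table has 344 and 139 probe sets.

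With the replicate number as a block 773 genes rose and 436 fell. The numbers 2 and 3 occur in both groups, but arrays of the same number did not deviate together (correlations of -0.01 and -0.04). With 2 eEF1A arrays their deviations from the group mean mirror each other, so these are not separate tests. They show no shared deviation. Whether the cultures were prepared as pairs they cannot tell, and the labels do not say.

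With an estimated correlation 0 lists passed camera in place of 16 higher and 9 lower, and the mating-type lists failed as well. The adjusted p was then 0.28 for trehalose synthesis, 0.347 for glycogen synthesis, autophagy and the genes circled in Fig. 5A (chosen by the study on these arrays, so not a test), 0.638 for cell wall stress, 0.543 for the Msn2 and Msn4 list and the vacuolar amino acid transporters, and 0.675 for the Gcn4 list. The vacuolar transporters were also lost without probe sets that can match several genes (0.0508), with the replicate block (0.187) and with only the arrays numbered 2 and 3 (0.0503), and ranged from 0.027 to 0.127 with 1 array left out (0.0548 without control replicate 4, 0.127 without eEF1A replicate 3). Osmotic stress passed without probe sets that can match several genes (0.0328, range over its alternatives 0.0328 to 0.921). Among Gene Ontology processes 10 passed for higher and 18 for lower genes with calls at an adjusted p under 0.05, against 3 and 7, and 6 for higher genes with terms of 10 to 200 genes. With 1 array left out 3 to 7 passed for higher genes (5, 6, 7 and 6 without control replicates 1 to 4, and 5 without eEF1A replicate 2) and 3 to 6 for lower genes (4, 3, 3 and 4 without control replicates 1 to 4). Signal over background limits the dimmest genes, since 95 percent of S. pombe probe sets lie under 5.18.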

Differences from the paper's values

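The comparison of single B-statistics across the alternatives was chosen only after the first results were seen. The paper gives 61 genes as downregulated at a B-statistic of 1.5, and 144 were lower here at that threshold. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's with array weights (82), with only the arrays numbered 2 and 3 (60) and without control replicates 1, 2 and 3 (84, 87 and 86). It was not with all probe sets in the moderation step (137), the filter on dim probe sets (151), quantile normalization again (282), median centring (286), limma-trend (202), robust moderation (144), the mean of a gene's probe sets (150), no probe sets that can match several genes (149), the replicate block (127), without control replicate 4 (92), without eEF1A replicates 2 and 3 (200 and 94), at a B-statistic above 0 and 1 (224 and 165) or at an adjusted p under 0.05 (884). For upregulated genes the paper gives 319, and 348 were found here, with 319 after median centring. No alternative came within 10 of both of the paper's counts. The authors' deposited sheets of higher and lower genes hold 343 and 140 entries with a B-statistic above 1.5.

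The paper names HXT1, HXT6, HXT7 and HXT9 as upregulated. The shared probe set of HXT6 and HXT7 rose here, and HXT1 (log2 fold change -0.03) and the probe set of HXT9 alone (0.08) passed under 0 of 17 alternatives. The probe set of HXT11 and HXT9 rose (0.34). The paper describes each step to trehalose and glycogen as upregulated and circles Pgm1/2 in Fig. 5A. 15 of the 16 circled probe sets rose here, and PGM1 did not (0.01). NTH2 and UGP1, drawn without a red circle, rose (0.51 and 0.31), and so did TPS1 (0.77), which is also without a circle and which the Discussion gives as upregulated.

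Several genes that the paper reports as upregulated rose here at an adjusted p under 0.05 but stayed below its B threshold of 1.5. GPH1 had a B-statistic of 0.93 and exceeded 1.5 with all probe sets in the moderation step, limma-trend, array weights, the replicate block, or without eEF1A replicate 2 or 3. GDB1 had -4.46 and exceeded it without eEF1A replicate 3 (1.82). NTH1 had 1.45 and exceeded it under 6 of 17 alternatives, which were the filter on dim probe sets, quantile normalization again, limma-trend, the mean of a gene's probe sets, no probe sets that can match several genes and without control replicate 3. ATH1 (0.99), GLG2 (-1.66) and AVT6 (-0.74) exceeded it under none, with highest values of 1.10, -1.30 and 1.33. BAP2, also named by the paper, was above it (4.58).

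The paper ranks carbohydrate transport and processing first among the enriched processes. Here the synthesis of arginine and of amino acids and the response to stress ranked first among the higher genes. Amino acid synthesis lost its call without control replicate 1 or 4 or eEF1A replicate 2 or 3, whereas arginine synthesis and the response to stress kept theirs. Carbohydrate metabolism ranked number 27 (9 of 90 genes) and carbohydrate transport number 189 (1 of 31). Carbohydrate metabolism passed with calls at an adjusted p under 0.05 (37 of 90 genes, adjusted p = 0.0452, number 10). Glycogen synthesis, at an adjusted p of 0.0638, passed with those calls and with each array left out, with adjusted p from 0.00230 to 0.0403. The paper used GO Slim Mapper, and the annotation of the chip was used here.

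The paper describes genes of heat shock among those upregulated. At its B threshold 6 of 28 were higher here and 0 lower, and the 9 that fell did so only at an adjusted p under 0.05, at which 7 rose.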

Other observations

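The comparison of the eEF1A replicates with each other was chosen only after the data were seen. Of 79 genes of ribosome biogenesis 0 rose and 57 fell (64 when adjusted over the list alone), and the median log2 fold change was -0.28 (camera adjusted p = 4.35e-18, and 0.543 with an estimated correlation). SSF1, which acts in the assembly of the large ribosomal subunit, had a log2 fold change of -0.63 (standard error 0.07) and IMP4, of the small-subunit processome, of -0.54 (standard error 0.06), both lower in 2 of 2 eEF1A arrays than in each control array. Of 120 genes of cytosolic ribosomal proteins 1 rose and 4 fell (0 and 0 when adjusted over the list alone), with a median of -0.04 and a camera adjusted p of 0.00103 (0.739 with an estimated correlation and 0.258 after quantile normalization again, also adjusted p). With median centring 23 fell. Many of these lie near the top of the scale, as RPL10 does with a mean of 14.39 in control cells. Of 20 genes of the G1 and S phases of the cell cycle 14 fell and 0 rose (15 when adjusted over the list alone), among them the cyclin genes PCL1 (-0.79, standard error 0.11) and PCL2 (-0.64, standard error 0.12) and the ribonucleotide reductase gene RNR1 (-0.52, standard error 0.05), with a camera adjusted p of 1.12e-07 (0.543 with an estimated correlation, also an adjusted p). HMRA1, of a cells, was lower in these arrays by at least 3.44 on the log2 scale.

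Of 22 genes of the iron regulon 12 fell and 4 rose, with FTR1 at -1.19 (standard error 0.05) and FET3, the oxidase that works with it, at -0.87 (standard error 0.05), and camera gave an adjusted p of 0.00246 (0.543 with an estimated correlation, also an adjusted p). Of 15 genes of the phosphate regulon 10 fell and 2 rose. The transporter gene PHO89 had a log2 fold change of -1.61 (standard error 0.16). PHO84, the other transporter gene, read 6.92 and 10.26 in the eEF1A replicates against 11.07 ± 0.08 (SD, n = 4) in control cells. Counts for both regulons were equal when adjusted over the list alone. For the phosphate list camera gave 0.00746 (0.735 with an estimated correlation and 0.061 without eEF1A replicate 2, all adjusted p). In the same arrays HMLALPHA1/MATALPHA1, of α cells, was higher by at least 5.00 on the log2 scale, from within the background in control cells.

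The paper reports effects of eEF1A on dynactin, the spindle pole body, nuclear size, vacuoles and NADH from other measurements, and array values for their genes are given here without explanation. Of 16 genes of dynactin and dynein 5 rose and 1 fell, with ARP1 at 0.31 (standard error 0.05) and CAP2 at 0.43 (standard error 0.05), and camera did not pass (adjusted p = 0.216). After quantile normalization again 2 of them fell. Of 24 genes of the spindle pole body and tubulin 8 fell and 0 rose (6 when adjusted over the list alone), with SPC42 at -0.46 (standard error 0.07), and TUB1 and TUB2 at 0.07 and 0.04 (camera adjusted p = 0.0267, 0.739 with an estimated correlation and 0.0733 without eEF1A replicate 3). Of 9 histone probe sets 1, HTA2, fell (-0.46, standard error 0.07), and 2 fell with median centring and 3 after quantile normalization again. Of 15 genes of vacuolar hydrolases 10 rose and 0 fell (12 when adjusted over the list alone), led by APE1 (0.84, standard error 0.08), with a camera adjusted p of 0.00203 (0.69 with an estimated correlation, also an adjusted p). Of 18 genes of the vacuolar ATPase 7 rose (6 when adjusted over the list alone). Of 22 genes of NADH and acetate metabolism 15 rose and 0 fell, with PNC1 at 0.86 (standard error 0.06), and of 20 genes of the DNA damage response 9 rose and 2 fell, with HUG1 at 0.49 (standard error 0.05). For the DNA damage response 9 rose and 4 fell with median centring, and 8 rose and 6 fell after quantile normalization again. Of the NADH and acetate genes 2 fell with median centring, and of the vacuolar ATPase genes 1 fell with either scaling. Counts for which no second number is given were equal when adjusted over the list alone, except 10 rises for the DNA damage response. Of 31 genes of the actin cytoskeleton 8 rose and 1 fell (7 and 1 when adjusted over the list alone), and 2 and 3 fell with median centring and after quantile normalization again. Camera passed NADH and acetate metabolism (adjusted p = 0.00516, and 0.735 with an estimated correlation). It did not pass histones (0.244), the vacuolar ATPase (0.0526), the DNA damage response (0.569) or actin (0.0869, and 0.0271 after quantile normalization again). For the vacuolar ATPase this outcome held in 14 of 17 alternatives, but not, for example, without control replicate 2 (0.0403). Fry gave dynactin and dynein (adjusted p = 0.0269), the vacuolar ATPase (0.0186) and actin (0.0212) as higher. It did not pass the spindle pole body list (0.21), histones (0.304) or the DNA damage response (0.157).

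The eEF1A replicates differed from each other. Of 48 genes controlled by Msn2 and Msn4, 40 were higher in replicate 2 than in replicate 3, with a median difference of 0.22 against 0.11 over all genes. HSP12, chosen after its values were seen, read 11.96 and 9.94 in eEF1A replicates 2 and 3 and 11.69 ± 0.64 (SD, n = 4) in control cells, and did not pass the test (adjusted p = 0.318 from limma).

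By locus tag, 5685 genes lie on the 16 nuclear chromosomes, and the median log2 fold change of each chromosome was between 0.02 and 0.08, so no chromosome as a whole was higher or lower by more. From flow cytometry the paper proposes that more eEF1A on its own does not raise aneuploidy. It reports further aneuploid cells when eEF1A is overexpressed in cells without dynactin components, which are not on these arrays.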
